# Exercise-acclimated microbiota improves skeletal muscle metabolism via circulating bile acid deconjugation

**DOI:** 10.1016/j.isci.2023.106251

**Published:** 2023-02-21

**Authors:** Wataru Aoi, Ryo Inoue, Katsura Mizushima, Akira Honda, Marie Björnholm, Tomohisa Takagi, Yuji Naito

**Keywords:** Musculoskeletal medicine, Microbiome, Microbial metabolism

## Abstract

Habitual exercise alters the intestinal microbiota composition, which may mediate its systemic benefits. We examined whether transplanting fecal microbiota from trained mice improved skeletal muscle metabolism in high-fat diet (HFD)-fed mice. Fecal samples from sedentary and exercise-trained mice were gavage-fed to germ-free mice. After receiving fecal samples from trained donor mice for 1 week, recipient mice had elevated levels of AMP-activated protein kinase (AMPK) and insulin growth factor-1 in skeletal muscle. In plasma, bile acid (BA) deconjugation was found to be promoted in recipients transplanted with feces from trained donor mice; free-form BAs also induced more AMPK signaling and glucose uptake than tauro-conjugated BAs. The transplantation of exercise-acclimated fecal microbiota improved glucose tolerance after 8 weeks of HFD administration. Intestinal microbiota may mediate exercise-induced metabolic improvements in mice by modifying circulating BAs. Our findings provide insights into the prevention and treatment of metabolic diseases.

## Highlights

• Habitual exercise modulates the composition of the gut microbiota
• The modulation of microbiota ameliorates diet-induced metabolic disturbance
• Deconjugated BAs activate AMPK signaling and glucose uptake in skeletal muscle
• Altered microbiota improves metabolism by modifying circulating bile acids in mice

## Introduction

Metabolic dysfunction is involved in the pathogenesis of several non-communicable diseases, including type 2 diabetes, cardiovascular diseases, and cancer. Physical inactivity, along with overeating and an unbalanced diet, results in pre-conditions of non-communicable diseases such as hyperglycemia and dyslipidemia.^1^^,^^2^ By contrast, habitual exercise reduces the risk of non-communicable diseases^3^^,^^4^ through the improvement of metabolic states including insulin sensitivity, mitochondrial respiration, and protein synthesis.^5^ Skeletal muscle is an important metabolic and exercise-responsive organ, responsible for respiratory mechanics, maintaining posture and balance in addition to protecting vital organs. Regulation of protein synthesis via growth factors/mTOR pathway and glucose uptake via insulin receptor/Akt and the AMP-activated kinase (AMPK) pathways are well known as crucial exercise-inducible signal transduction processes in skeletal muscle. Hence, metabolic improvement of skeletal muscle maintains glucose, protein, and energy homeostasis in the entire body. Exercise-responsive mechanisms that enhance skeletal muscle metabolism are beneficial for the maintenance of systemic metabolic states.

Accumulating evidence shows that microbiota regulates intestinal conditions, systemic immune functions, and metabolic systems of the host. The gut microbiota is formed from bacteria colonizing the guts of animals and humans, consisting of approximately 300 trillion bacteria from more than 1,000 species. Dysbiosis of gut microbiota causes metabolic dysfunction in the host, including obesity, insulin resistance, and dyslipidemia.^6^^,^^7^ In reverse, daily physical activity modulates the microbiota profile whereby cross-sectional studies indicate that subjects who perform physical activity have more bacteria associated with metabolism and immune functions than subjects who led a sedentary lifestyle.^8^^,^^9^ Exercise intervention also beneficially changes the microbiota composition, suggesting immune and metabolic regulation in humans and animals.^9^^,^^10^ In addition, previous reports show that modulation of exercise-induced microbiota contributes to reduced pathogenic bacterial communities and increased bacteria that produce beneficial metabolites such as short-chain fatty acids, butyrate, and antioxidants.^11^ Hence, the microbiota composition may be closely involved in exercise-induced metabolic benefits. Nevertheless, the association between exercise-induced metabolic improvement and microbiota changes remains unknown.

Skeletal muscle metabolism is influenced by various hormones, cytokines, and nutrients. Moreover, metabolites secreted from the intestine into the circulation affect muscle metabolic functions as proven in leaky gut and dysbiotic conditions whereby typical gut-derived metabolites and endotoxins are regularly elevated, leading to low-grade inflammation and metabolic dysfunction.^12^^,^^13^^,^^14^ Given that exercise-induced microbiota change is more established in diet-induced obese mice and humans,^15^^,^^16^ this may prevent inflammation and metabolic dysfunction in skeletal muscle. Nevertheless, improvements in microbiota-derived muscle metabolism due to habitual exercise remain unclear. Here, we hypothesized that exercise-acclimated microbiota may ameliorate muscle metabolism by affecting circulating metabolites. To test this hypothesis, comprehensive information on blood metabolites and skeletal muscle mRNA expression in recipients was essential, which in turn enabled our discovery on the unique mechanisms and microbiota functions that support the communication between muscle and gut. We further postulate that our findings may guide the development of potential strategies for the prevention and treatment of metabolic diseases. Herein, we examined the effect of transplanting fecal microbiota from exercise-trained mice into diet-induced obese mice, on the circulating metabolite profile and skeletal muscle metabolism.

## Results

### Microbiota modulation in donor and recipient mice by habitual exercise

In germ-free mice, the first exposure to microbiota dominantly affects its composition.^17^ Thereafter, continuous exposure further establishes the composition even in conventional housing, as described in a previous study.^18^ Thus, we examined the microbiota profile obtained from donor-trained (DT) and donor-sedentary (DS) mice as well as their recipient germ-free mice. We found 21 dominant genera in the microbiota profile from donor and recipient mice (relative abundance >2% in at least one group) (Figure 1A). The dominant genera were propagated from donors to recipients at week 1 and 8 in both sedentary and training conditions except for three unclassified genera belonging to the families *Porphyromonadaceae*, *Paludibacter*, and *Akkermansia* that were undetected in recipient mice. Chao1 index (amplicon sequence variant [ASV] richness estimation) and Shannon index (ASV evenness estimation) were used to compare the α-diversities and were found unaltered between DT and DS (Figures 1B and 1C). These indices were also similar between the recipient-trained (RT) and the recipient-sedentary (RS) mice (Figures 1B and 1C).

**Figure 1:**
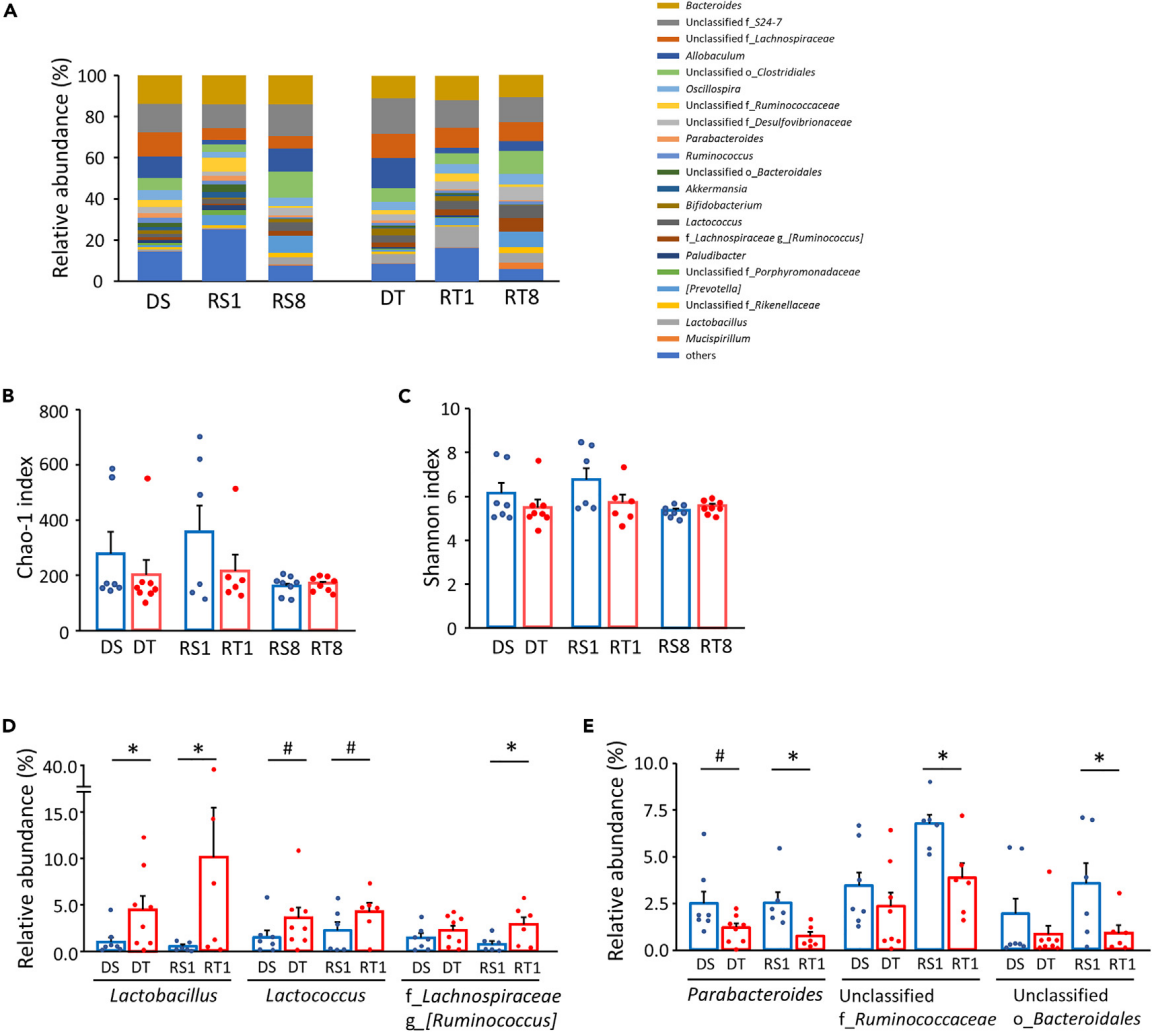
Microbiota profile in donor and recipient mice The relative abundance of genera in fecal microbiota profiles from donor and at weeks 1 and 8 of recipient mice (abundant >2% amplicon sequence variant [ASV] in at least one group) (n = 6–8, A). The α-diversity (Chao1 index [n = 6–8, B], ASV richness estimation and the Shannon index [n = 6–8, C], ASV evenness estimation) between the donor and recipient groups. The relative abundance of the genera that were increased (D) and decreased (E) by training in donor and at week 1 of recipient mice (n = 6–8). DS; sedentary donor, DT; trained donor, RS1; week 1-recipient from DS, RT1; week 1-recipient from DT, RS8; week 8-recipient from DS, RT8; week 8-recipient from DT. ^#^p < 0.1 and ∗p < 0.05. Results are presented as means ± SE.

Our comparison between groups showed that a proportion of the three microbial genera showed more abundant trend, while a downward trend was observed in seven other genera (p < 0.1) (Table S1) in the DT group than in the DS. In the RT group, a proportion of seven genera showed a more abundant trend after 1 week than the RS group (Table S2). In contrast, at 1 week of fecal microbiota transplantation (FMT), there were 45 genera lower trend in abundance in RT mice (Table S2). At 8 weeks of FMT, a proportion of 11 genera were more abundant trend in RT mice than RS mice, while seven other genera were less abundant trend (Table S3). Within the dominant genera altered by training, two higher genera were commonly found in both donor and week 1-recipient mice: *Lactobacillus* (p < 0.05) and *Lactococcus* (p < 0.1) (Figure 1D, Tables S1 and S2). It is important to note that the two genera underwent more frequent alterations in their composition in DT and RT compared to DS and RS. Conversely, we indicate that the genus *Parabacteroides* is regularly decreased in DT (p < 0.1) and week-1 RT (p < 0.05) group (Figure 1E, Tables S1 and S2). Furthermore, at 1 week after FMT in RT group, we found a higher genus *[Ruminococcus]* belonging to the family *Lachnospiraceae* (p < 0.05) and two lower genera, an unclassified genus belonging to the family *Ruminococcaceae* in addition to an unclassified genus belonging to the order *Bacteroidales* (p < 0.05) (Figures 1D and 1E, Table S2).

### Ability of deconjugation of circulating BAs in recipient mice

Changes in the microbiota frequently affect various tissue functions in the host by impacting the circulating factors. Therefore, plasma metabolites obtained from recipient mice at 1 week after transplantation were analyzed using comprehensive metabolome analysis. In total, the levels of 22 factors were 1.5-fold higher in RT than in RS (Figure 2A, Table S4). Among them, cholic acid (CA), a representative primary bile acid (BA), showed the highest elevation. Hence, we focused our analysis on BAs and examined their profile.

**Figure 2:**
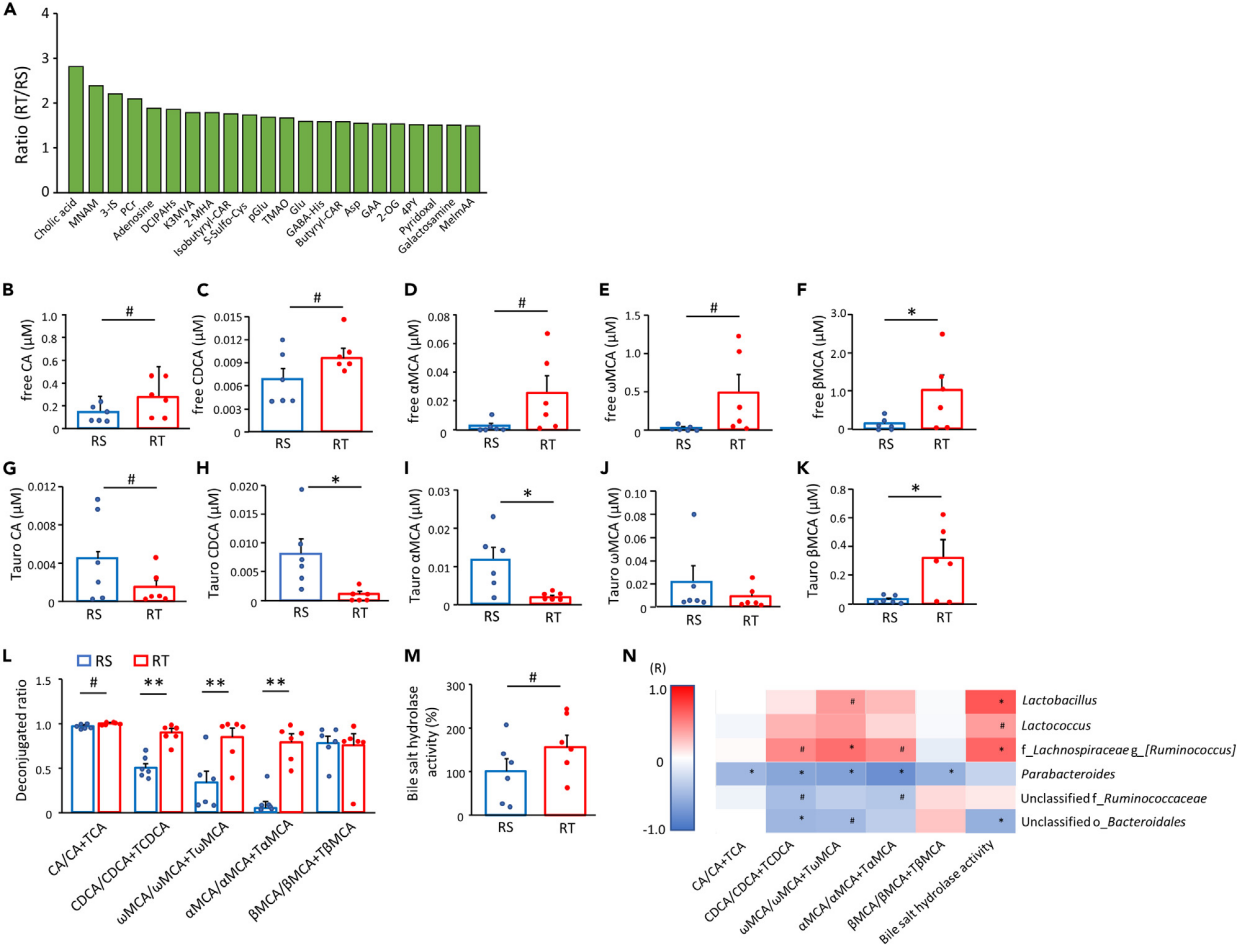
Deconjugation of plasma BA increased upon transplantation of exercise-acclimated fecal microbiota The plasma metabolites elevated by exercise-acclimated fecal microbiota (n = 3, A) and plasma free-form BAs (n = 6, B–F), tauro-conjugated BAs (n = 6, G–K), the deconjugated ratio (n = 6, L), and fecal bile salt hydrolase activity (n = 6, M) in recipient mice at week-1. Positive correlation of the deconjugation ratio of BAs with the presence of certain microbiota propagated from donors and bile salt hydrolase activity (n = 6, N) are shown in red, and negative correlations are shown in blue. MNAM; Methylnicotinamide, 3-IS; 3-Indoxylsulfuric acid, PCr; Phosphocreatine, DCIPAHs; 1H-Imidazole-4-propionic acid, K3MVA; Methyl-2-oxovaleric acid, 2MHA; 2-methylhippuric acid, Isobutyryl-CAR; Isobutyrylcarnitine, S-Sulfo-Cys; S-Sulfocysteine, pGlu; Pyroglutamic acid, TMAO; Trimethylamine N-oxide, Glu; Glutamic acid, GABA-His; γ-aminobutyryl-histidine, GAA; Guanidoacetic acid, 2-OG; 2-Oxoglutaric acid, 4PY; N^1^-Methyl-4-pyridone-5-carboxamide, MelmAA; 1-Methyl-4-imidazoleacetic acid, RS; recipient from sedentary donor, RT; recipient from trained donor. ^#^p < 0.1, ∗p < 0.05, and ∗∗p < 0.01. Results are presented as means ± standard errors.

Comprehensive BA analysis revealed that the free forms of CA, chenodeoxycholic acid (CDCA), α-muricholic acid (αMCA), and ωMCA, were higher in RT than in RS (Figures 2B–2F). In contrast, the levels of tauro-conjugated forms were lower in RT than in RS, except for ωMCA and βMCA (Figures 2G–2K). To examine BA conversion between the free and conjugated forms, we calculated the product/(product + substrate) to obtain the ratio of deconjugated BAs. We found a higher deconjugated ratio in RT than in RS for all examined BAs except for βMCA (CA, p = 0.059; CDCA, p < 0.01; ωMCA, p < 0.01; αMCA, p < 0.01) (Figure 2L), concomitant with a higher trend in bile salt hydrolase activity in the feces (p < 0.1) (Figure 2M). In addition, we found the deconjugated ratio to be positively correlated with the presence of the three more abundant genera in DT and RT at 1 week after FMT and negatively correlated with the three less abundant genera in DT and RT (Figure 2N). Bile salt hydrolase activity was also positively correlated with the presence of the three more abundant genera and showed a negative correlation with the abundance of an unclassified genus belonging to the order *Bacteroidales* (Figure 2N).

### Activation of metabolic signaling in skeletal muscle from recipient mice

A typical adaptive change of habitual exercise is the metabolic improvement of the skeletal muscle.^5^ Hence, we examined the metabolic factors in the skeletal muscle of recipient mice using transcriptome analysis. 

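The muscle transcriptome was measured in 12 male germ-free ICR mice 1 week after the first gavage of feces, 6 recipients from sedentary donors (RS) and 6 recipients from trained donors (RT). Each mouse gave 1 Affymetrix Mouse Gene 1.0 ST array, hybridized with biotin-labeled cDNA from 250 ng of gastrocnemius total RNA. The array measures gene-level transcript clusters with 1 color, and 28944 transcript clusters had a value on every array. The deposited values are log2 signals that the authors had normalized by the robust multi-array average (RMA) method. The statistics paragraph names RMA in Expression Console 1.3.0.187, and the array paragraph names the SST-RMA variant in Transcriptome Analysis Console 4.0. The sample labels give an age of 11 weeks, and the methods give 10 weeks on arrival. The median signal lay between 4.40 and 4.63 on all arrays. The spread of an array (SD over all transcript clusters) was 1.97 on RS-4, 1.99 on RS-6 and between 2.06 and 2.15 on the other arrays. Both RS-4 and RS-6 also lay apart on the first principal component, at 43.0 and 43.4, against −4.74 to 21.2 for the other RS mice and −30.8 to −9.55 for the RT mice. On this component RS-1 and RT-5 were the RS and RT mice nearest each other. The labels were taken as given. In transcript clusters called between the other 10 mice, a test chosen after seeing the data, both lay on the RT side. The values therefore argue against an exchange of these 2, while a wrong label of RS-1 alone stays open. The paper gives 6 mice per group, so such an error would need a second wrong label. On the second component RS-1 lay at 23.4, against −13.4 to 8.63 in the RT mice and −19.9 to 25.7 in the other RS mice. Counts without RS-4 and RS-6, chosen after seeing the data, stand beside the counts they bear on. The values were used as deposited, without a further filter. RT was compared with RS in every transcript cluster with limma, and a transcript cluster was called higher or lower at an unadjusted p under 0.05 and a Benjamini-Hochberg adjusted p under 0.1, the thresholds of the methods. A gene with several transcript clusters was represented by the one with the highest mean signal. Lists of genes of 18 pathways and 12 cell types were fixed before the data were examined. Each list was compared with all other genes by limma's camera with a preset correlation of 0.01 and called at an adjusted p under 0.05 over the 30 lists. Of these, 14 lists were called, all 14 higher in RT, and 0 were called by camera with a correlation estimated from the data, where 4 had an unadjusted p under 0.05. The related test fry, which asks whether a list moves on balance in 1 direction, called 13 lists. With 6 mice per group, the number of arrays limits the precision of every value. The paper states that recipients shared cages and were given identical fecal samples. The mice of a group may therefore not be independent, and cage or fecal sample could not be told apart from donor training.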

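Fmod, Cd74, Lyz2, Adh1 and H2-Aa were among the 10 largest rises in RT without overlap between the groups, and Snord58b, Phgdh and Rnu12 among the 10 largest such falls. Fmod, which encodes the collagen-binding proteoglycan fibromodulin, had a log2 signal of 6.77 ± 0.49 (SD, n = 6) in RS and 8.28 ± 0.27 (SD, n = 6) in RT, a rise of 1.51 (standard error 0.19, adjusted p = 3.51e-04 from limma). Lyz2, the lysozyme of macrophages and granulocytes, rose by 1.25 (standard error 0.24, adjusted p = 0.00410), and Cd74 and H2-Aa, which serve antigen presentation on MHC class II, rose by 1.28 and 1.07. Adh1, an alcohol dehydrogenase that also oxidizes retinol, rose by 1.09 (standard error 0.13, adjusted p = 3.51e-04). Among the falls, the small nucleolar RNA Snord58b fell by 1.19 (standard error 0.15, adjusted p = 3.92e-04), Phgdh, which catalyzes the first step of serine synthesis, fell by 0.93, and the spliceosomal RNA Rnu12 fell by 0.72. Whether RNAs as small as Snord58b and Rnu12 were recovered alike in both groups was not tested. Tendon and cartilage markers were tested as a list. Of 12 measured, 9 were higher, 2 were lower and 1 did not pass, the same numbers as when adjusted over the list alone. Tnmd (tenomodulin), Thbs4 and Chad rose by 1.24, 1.22 and 1.10, and the cartilage genes Acan and Col2a1 fell by 0.45 and 0.38. The list had a median log2 change of 0.80 (adjusted p = 1.66e-04 from camera, adjusted p = 0.305 with an estimated correlation, 3.80e-07 to 0.305 over all alternatives). Without RS-4 and RS-6, 7 of its genes were higher and 1 was lower, and with the spread of each array as a covariate, also chosen after seeing the data, 6 and 1. The list median was 0.78 and 0.72 under these alternatives, and camera still called the list (adjusted p = 1.47e-04 and 9.06e-05). Over the whole array, 3445 transcript clusters were higher and 3764 were lower in RT, and 9423 had an unadjusted p under 0.05. These came to 2862 genes higher and 2215 lower where a transcript cluster carried 1 gene symbol. The median size of a called change was 0.35, and 97 exceeded 1 on the log2 scale, 31 higher and 66 lower. The direction went with signal: among the 14471 brighter transcript clusters, 2980 were higher and 1550 lower, and among the 14473 dimmer ones, 465 were higher and 2214 lower. Centering each array on its median gave 5883 higher and 2414 lower. Alternatives chosen after seeing the data gave 1649 higher and 1791 lower without RS-4 and RS-6, and 732 higher and 888 lower with the spread of each array as a covariate.

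**Figure D1:**
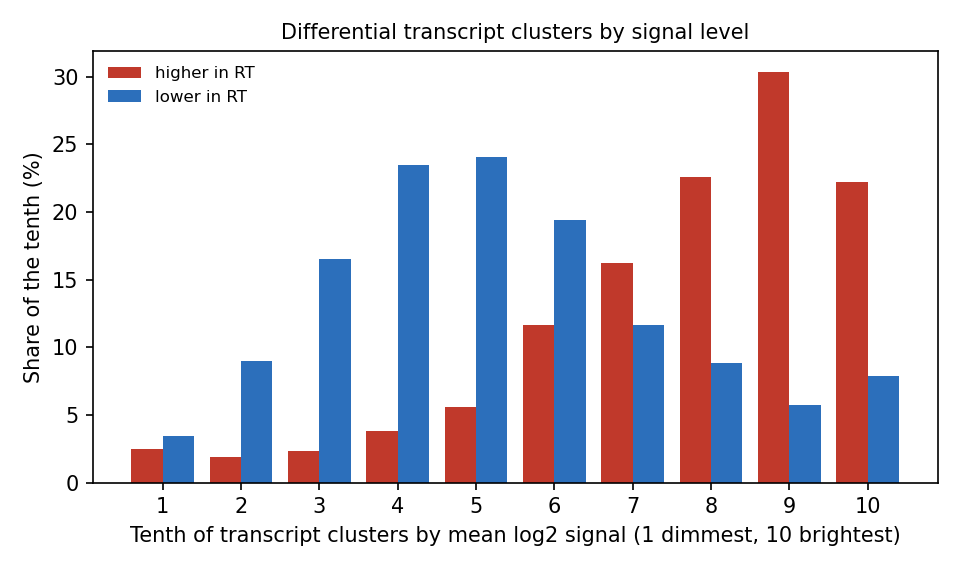
Share of transcript clusters called higher (red) or lower (blue) in RT, in %, for 10 bins of the transcript clusters ranked by mean log2 signal (bin 1 is the dimmest). In bin 9, 30.3% were higher and 5.74% lower, and in bin 5, 5.60% were higher and 24.0% lower.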

Microarray analysis revealed that the expression of 3,450 genes was higher and that of 3,765 genes was lower in the gastrocnemius muscle of week 1-RT (Figure 3A). 

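Several genes that make and store lipid, among them Scd1 and Fasn, rose in RT. In each of 6 lists of energy metabolism, which also cover glycolysis, the tricarboxylic acid (TCA) cycle, fatty acid oxidation and the respiratory chain, more genes did not pass the test than passed it. Of 39 genes of lipid and glycerol synthesis and storage, 19 were higher and 20 did not pass (23 higher and 1 lower when adjusted over the list alone). Scd1, the stearoyl-CoA desaturase, had a log2 signal of 7.50 ± 0.45 (SD, n = 6) in RS and 8.98 ± 0.64 (SD, n = 6) in RT, a rise of 1.49 (standard error 0.25, adjusted p = 0.00235 from limma). Fasn (fatty acid synthase) rose by 0.97 (standard error 0.18, adjusted p = 0.00403), the glycerol channel Aqp7 rose by 0.67, and Mgll, which cleaves monoacylglycerol, rose by 0.64. Hmgcs1, an enzyme of cholesterol synthesis, rose by 0.51. Fat cell markers moved with this list: of 21 genes, 8 were higher, 1 was lower and 12 did not pass (9 higher and 1 lower when adjusted over the list alone). Cidec, a lipid droplet protein, rose by 0.99 (standard error 0.24, adjusted p = 0.0143), the adipokine gene Retn rose by 0.90, and Cidea, abundant in brown fat, fell by 0.40. Other lists hold 10 of the 21 genes, among them Aqp7 of the lipid list, so the 2 lists are not independent. The rise was uneven between mice. The Adipocyte score, centered on the mean of all mice, was 0.43 in RT-6, 0.35 in RT-1 and 0.18 in RT-3. It was −0.09 to 0.0049 in the other RT mice and −0.31 to −0.05 in RS. The Adipocyte list had a median log2 change of 0.25 (adjusted p = 0.0163, adjusted p = 0.595 with an estimated correlation), and its adjusted p was 0.0541 without RS-2 (0.00328 to 0.595 over all alternatives). With the spread covariate 3 of its genes were higher, while the list median was 0.23 and camera still called the list (adjusted p = 0.0231). In the TCA cycle and pyruvate dehydrogenase list, 5 of 30 genes were higher and 25 did not pass (3 higher when adjusted over the list alone). Sdhd and Sdha, subunits of succinate dehydrogenase, rose by 0.37 and 0.29. In fatty acid uptake and oxidation, 5 of 35 genes were higher and 30 did not pass (5 higher when adjusted over the list alone). Acot2, a mitochondrial acyl-CoA thioesterase, rose by 0.69 and Crat (carnitine acetyltransferase) by 0.31. In glycolysis and glycogen metabolism, 3 of 32 genes were higher and 29 did not pass (1 higher when adjusted over the list alone), and Gpd1, which links glycolysis to glycerol, rose by 0.50. Complex I had 3 genes higher, 2 lower and 29 not passing (0 higher and 1 lower when adjusted over the list alone). Its subunit gene Ndufa12 fell by 0.43 (standard error 0.08, adjusted p = 0.00292). Complexes III, IV and V had 6 of 37 genes higher and 31 not passing (6 higher when adjusted over the list alone), with Cox6a1 up by 0.45. With genes of several lists counted once, the 6 lists hold 206 genes, of which 40 were higher and 2 lower, against 29 and 16 after cyclic loess and 6 and 7 with the spread covariate. Against all other genes, the lipid list was shifted (camera, adjusted p = 1.49e-05, adjusted p = 0.164 with an estimated correlation, 1.83e-06 to 0.164 over all alternatives). The TCA cycle list was shifted at an adjusted p of 0.00695 (0.637 as adjusted p with an estimated correlation) and the fatty acid oxidation list at 0.0119 (0.633 as adjusted p with an estimated correlation). Among random lists matched on signal, the medians of these 3 lists lay at percentiles 100, 87.3 and 72.9, so only the lipid list lay outside their chance range. The adjusted p was 0.0841 for glycolysis, 0.666 for complex I and 0.0668 for complexes III, IV and V. Without RS-4 and RS-6, 16 of the 206 genes were higher and 7 lower, 10 of the 19 lipid genes were still higher (5 lipid genes were higher with the spread covariate), and the calls of the TCA cycle and fatty acid oxidation lists ended (adjusted p = 0.583 and 0.536, over all alternatives 9.68e-04 to 0.637 and 0.00101 to 0.704). Complex I was called lower after cyclic loess (adjusted p = 0.00795, 2 genes higher and 9 lower), with the spread covariate (adjusted p = 3.25e-05, 0 higher and 2 lower) and without RS-4 and RS-6 (adjusted p = 0.0137, 0 higher and 3 lower). Its direction also turned, without a call, after a further quantile normalization, with array weights, without the dimmest transcript clusters, and without RS-4 or RS-6 alone.

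**Figure D2:**
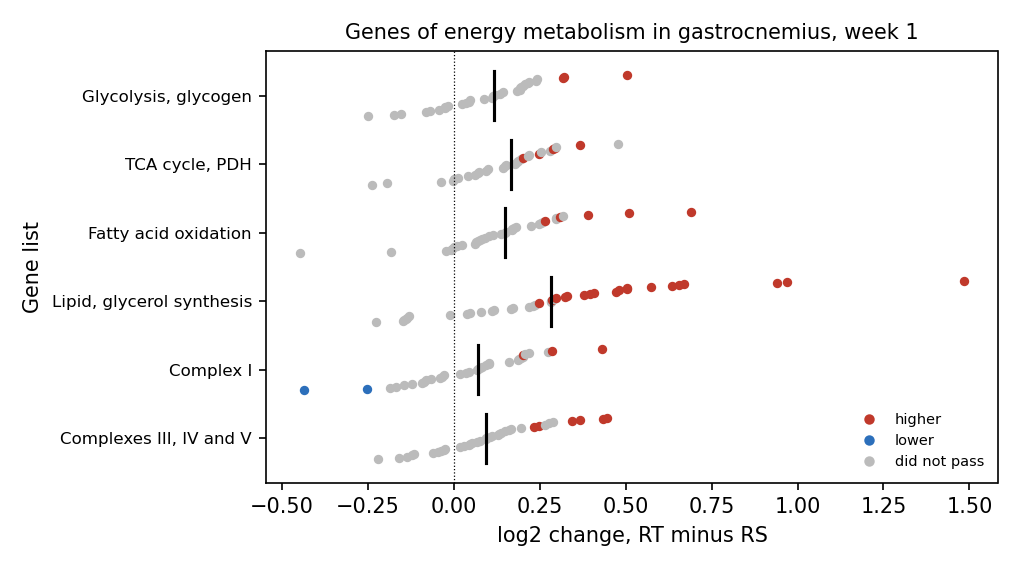
Log2 change (RT minus RS) of each gene in 6 lists of energy metabolism, 1 point per gene, red where higher, blue where lower and gray where the test was not passed. The black line is the list median, 0.28 for lipid and glycerol synthesis and storage and 0.07 for complex I, whose direction turns under the settings named in the text.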

Of the upregulated genes, 440 were related to energy metabolic process, including “glucose metabolism”, “carbohydrate metabolism”, “lipid metabolism”, “glycerol metabolism”, “ATP catabolism”, “tricarboxylic acid cycle”, and “oxide-reduction process” as per the Gene Ontology Biological Process Term analysis. 

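Of 49 genes of the AMPK complex and its signaling, 21 were higher in RT, 2 were lower and 26 did not pass (24 higher and 2 lower when adjusted over the list alone). Prkaa1 and Prkab1, which encode the α1 and β1 subunits of AMPK, rose by 0.38 (standard error 0.14, adjusted p = 0.0703 from limma) and 0.27 (standard error 0.09, adjusted p = 0.0456). Ppp2r1a and Ppp2ca, a scaffold and a catalytic subunit of protein phosphatase 2A, rose by 0.55 and 0.40. Pfkfb2, which makes the glycolytic activator fructose 2,6-bisphosphate, fell by 0.49, and the phosphatase gene Ppm1e fell by 0.33. The median log2 change was 0.19. Of 52 genes of IGF-1 and insulin signaling to Akt and ERK, 20 were higher, 1 was lower and 31 did not pass (24 higher and 3 lower when adjusted over the list alone). The largest changes were in Igfbp6 and Igfbp7, which encode secreted IGF-binding proteins. Igfbp6 had a log2 signal of 6.26 ± 0.48 (SD, n = 6) in RS and 7.37 ± 0.17 (SD, n = 6) in RT, a rise of 1.11 (standard error 0.17, adjusted p = 0.00132), Igfbp7 rose by 0.94 and Igfbp4 by 0.70, slightly less than Igf1, while Igfbp2 fell by 0.40. The list median was 0.17. Markers of fibroblasts and extracellular matrix moved with both lists: 19 of 25 were higher and 6 did not pass (22 higher when adjusted over the list alone), with a median log2 change of 0.58. Fn1 (fibronectin) and Lum (lumican) rose by 1.05 and 1.04, and Pdgfra, a receptor of fibroblasts and their progenitors, rose by 0.88. Camera gave an adjusted p of 1.49e-05 for the AMPK list (adjusted p = 0.164 with an estimated correlation, 6.62e-06 to 0.164 over all alternatives) and 5.74e-05 for the IGF-1 list (adjusted p = 0.252 with an estimated correlation). For the fibroblast and matrix list it gave 2.12e-10 (adjusted p = 0.305 with an estimated correlation, 3.29e-14 to 0.305 over all alternatives). Without RS-4 and RS-6, 12 AMPK genes, 10 IGF-1 genes and 14 matrix genes were higher, and with the spread covariate 4, 6 and 5. The call of the IGF-1 list ended after a further quantile normalization (adjusted p = 0.118) and after cyclic loess (adjusted p = 0.155), with a range of 3.71e-05 to 0.252 over all alternatives, and Prkaa1 and Prkab1 did not pass under either. Cyclic loess lowered the medians of the AMPK and IGF-1 lists to 0.07 each, with 12 and 8 genes higher. Figures 3G, S2 and S3 hold 15 members of the AMPK list and 17 of the IGF-1 list, which the study chose on these mice, so the counts of both lists are not independent evidence of a direction. Without these members, an alternative chosen after seeing the data, 7 of 34 AMPK genes were higher and 2 lower (adjusted p = 0.0290 from camera, adjusted p = 0.318 with an estimated correlation), and 7 of 35 IGF-1 genes were higher and 1 lower (adjusted p = 0.0312, adjusted p = 0.363 with an estimated correlation).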

Ingenuity canonical pathway analysis revealed that AMPK and insulin growth factor-1 (IGF-1) signaling were highly ranked in pathways activated by FMT from DT (Figures 3A, S1, and S2). We also found positive correlations between factors related to AMPK and IGF-1 signaling and the deconjugated ratios, with higher levels present in RT mice (Figure 3G). 

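Of the 15 genes of Figure 3G measured here, 14 were higher in RT and Irs1 did not pass (14 higher when adjusted over the list alone). The list was chosen by the study on these mice and is not independent evidence of a direction. Adipoq, the gene of the fat cell hormone adiponectin, had a log2 signal of 3.39 ± 0.19 (SD, n = 6) in RS and 4.70 ± 0.90 (SD, n = 6) in RT, a rise of 1.31 (standard error 0.30, adjusted p = 0.0103 from limma). Igf1 rose from 5.96 ± 0.19 to 6.67 ± 0.29 (SD, n = 6 each), a log2 change of 0.71 (standard error 0.13, adjusted p = 0.00287). Lepr, the leptin receptor, rose by 0.61 (standard error 0.12, adjusted p = 0.00460), and Creb1, a cAMP-responsive transcription factor, by 0.30 (standard error 0.07, adjusted p = 0.0106). Every RT mouse lay above every RS mouse in these 4 genes (exact permutation p = 0.00216). Prkaa2, the α2 subunit of AMPK in muscle, rose by 0.43 (standard error 0.14, adjusted p = 0.0432), with 2 RT mice above every RS mouse (exact permutation p = 0.0346). The adiponectin receptor gene Adipor2 rose by 0.38 and the matrix gene Sparc by 0.66. Irs1, an adaptor of the insulin and IGF-1 receptors, had a log2 change of 0.12 (standard error 0.15, adjusted p = 0.615), which was −0.02 after a further quantile normalization and after cyclic loess. Its other transcript cluster was called higher, and 1 of 2 transcript clusters was called for Insr and for Akt2. The median over the 15 genes was 0.33, with a range of 0.12 to 1.31. A further quantile normalization and cyclic loess each left 7 genes higher, the spread covariate 4, and leaving out RS-4 and RS-6 left 6. Camk1, Crebbp, Akt2 and Prkaa1 lost their call when any 1 of several mice was left out. The bile acid ratios of Figure 3G were not used here. From the pathway ranking and these correlations, the paper reasons that key factors of AMPK and IGF-1 signaling were to be examined in skeletal muscle.

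**Figure D3:**
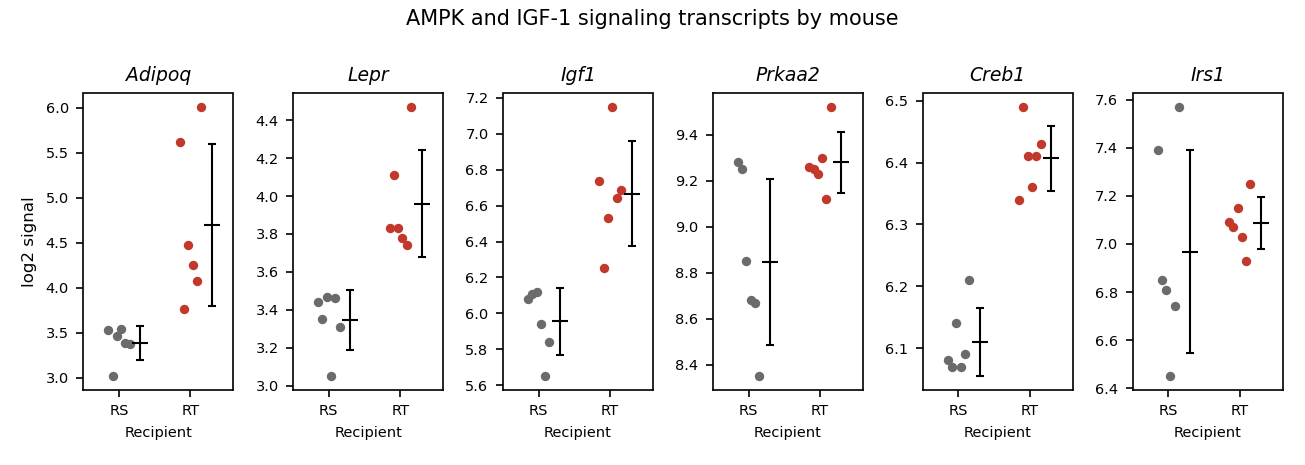
Log2 signal of 6 genes of Figure 3G by mouse in RS and RT (n = 6 each). Bars are the mean ± SD and points are mice. Adipoq is spread more widely in RT (SD 0.90) than in RS (SD 0.19), and Irs1 overlaps between the groups.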

Based on these findings, we next determined whether FMT altered the key factors related to those signaling pathways in skeletal muscle. AMPKα^Thr172^ phosphorylation was increased in the skeletal muscles of RT (p < 0.05) (Figure 3B). In addition, the phosphorylation of CaMKII^Thr286^, an upstream regulator of AMPK, was increased (p < 0.01) in RT mice (Figure 3C). Conversely, phosphorylation of liver kinase B1 (LKB1)^Ser428^, another upstream regulator, was unaltered by FMT from DT (Figure 3D). Phosphorylation of AS160^Thr642^, a downstream factor of AMPK, was also higher in RT (p < 0.05) (Figure 3E). A network analysis of the transcriptome, plasma BAs, and the abundance of bacterial genera revealed that *Lactobacillus*, *Lactococcus*, and [*Ruminococcus*] affected AMPK signaling factors in the BA-dependent or independent routes (Figure S3). IGF-1 levels also trended higher in the RT mice (p = 0.058) (Figure 3F).

**Figure 3:**
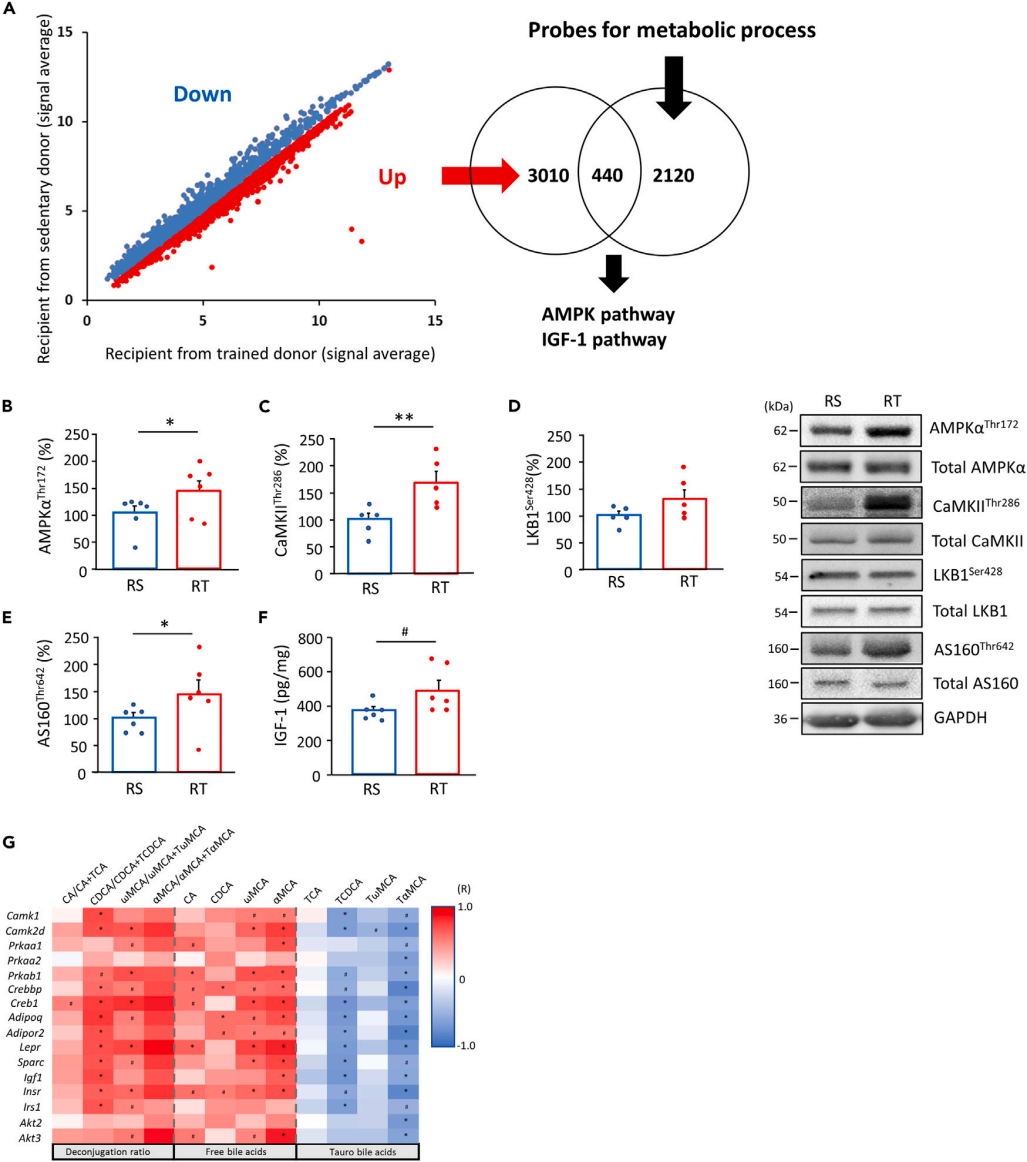
Upregulation of AMPK and IGF-1 in skeletal muscle by the transplantation of exercise-acclimated fecal microbiota A scatterplot of probes with significant differences (p < 0.05, FDR <0.1) between both the recipient mice at week-1 (n = 6, A). mRNA levels of 3,450 genes were significantly higher in recipient mice transplanted with exercise-acclimated fecal microbiota than those in mice transplanted from sedentary donors. Of these, 440 genes were categorized in energy metabolic processes, including “glucose metabolic process,” “carbohydrate metabolic process,” “lipid metabolic process,” “glycerol metabolic process,” “ATP catabolism,” “tricarboxylic acid cycle,” and “oxidation-reduction process.” Ingenuity canonical pathway analysis indicated that AMPK and IGF-1 signals were positively regulated by FMT from trained donors. AMPKα^Thr172^ (B), CaMKII^Thr286^ (C), LKB1^Ser428^ (D), and AS160^Thr642^ (E) phosphorylation and IGF-1 content (F) in gastrocnemius muscle from recipient mice (n = 5–6). The correlation of plasma BA profile with muscle metabolic factor level in recipients is shown (n = 6, G). High levels of important factors related to AMPK and IGF-1 signaling in the skeletal muscle of recipient mice in transcriptome analysis correlates with free-, tauro-BAs, and deconjugation ratios of BAs. Positive correlations are shown in red, and negative correlations are shown in blue. The correlation coefficient was calculated using Spearman’s correlation analysis. Phosphorylation levels were correlated with total content of each target in immunoblotting. RS; recipient from sedentary donor, RT; recipient from trained donor. ^#^p < 0.1, ∗p < 0.05, and ∗∗p < 0.01. Results are presented as means ± SE.

AMPK is a major exercise-inducible metabolic regulator in skeletal muscle. To examine the relationship between muscle AMPK activity and the intestinal microbiota, the microbiota profile of AMPKγ3-knockout mice was obtained, since AMPKγ3 is predominantly expressed in skeletal muscle.^19^ At the genus level, AMPKγ3-knockout mice showed a trend toward lower abundance for four genera, namely *[Ruminococcus]*and unclassified genera belonging to the family *Lachnospiraceae, Clostridium*, and *Butyricicoccus* compared to wild-type mice (p < 0.1) (Figure S4). Although the profile did not match recipient mice, the changes in *[Ruminococcus]* and the unclassified genus belonging to the family *Lachnospiraceae* were opposite to those in RT mice. In contrast, higher abundance of genera in AMPKγ3-knockout mice was not found.

### Different cholic acid forms alter inflammatory and metabolic responses in cultured myotubes and muscle tissues

The effect of free and tauro-conjugated αMCAs, the highest deconjugated BA, was examined in a palmitate-induced insulin-resistant culture experiment model that showed lower insulin signaling and higher expression of inflammatory factors in C2C12 myotubes (Figures S5A–S5D). Glucose uptake was elevated by treatment with free-form αMCA in the presence of palmitic acids (p < 0.05) (Figure 4A). Along with higher content of glucose transporter 4 (GLUT4) in the membrane fraction (Figure 4B), free-form αMCA treatment also increased the AMPK^Thr172^ levels (p < 0.05) (Figure 4C). By contrast, elevated glucose uptake and AMPK activation were not observed following treatment with tauro-conjugated αMCA, which is supporting evidence for a direct effect of BAs. In our experiment with different content ratios of the two BA forms, the medium with higher free-form also showed higher activation of AMPK signaling than the medium with increased tauro-conjugated form (Figure S6A and S6B). However, the IGF-1 levels were comparable between the media with free and conjugated BA forms (Figure S7).

**Figure 4:**
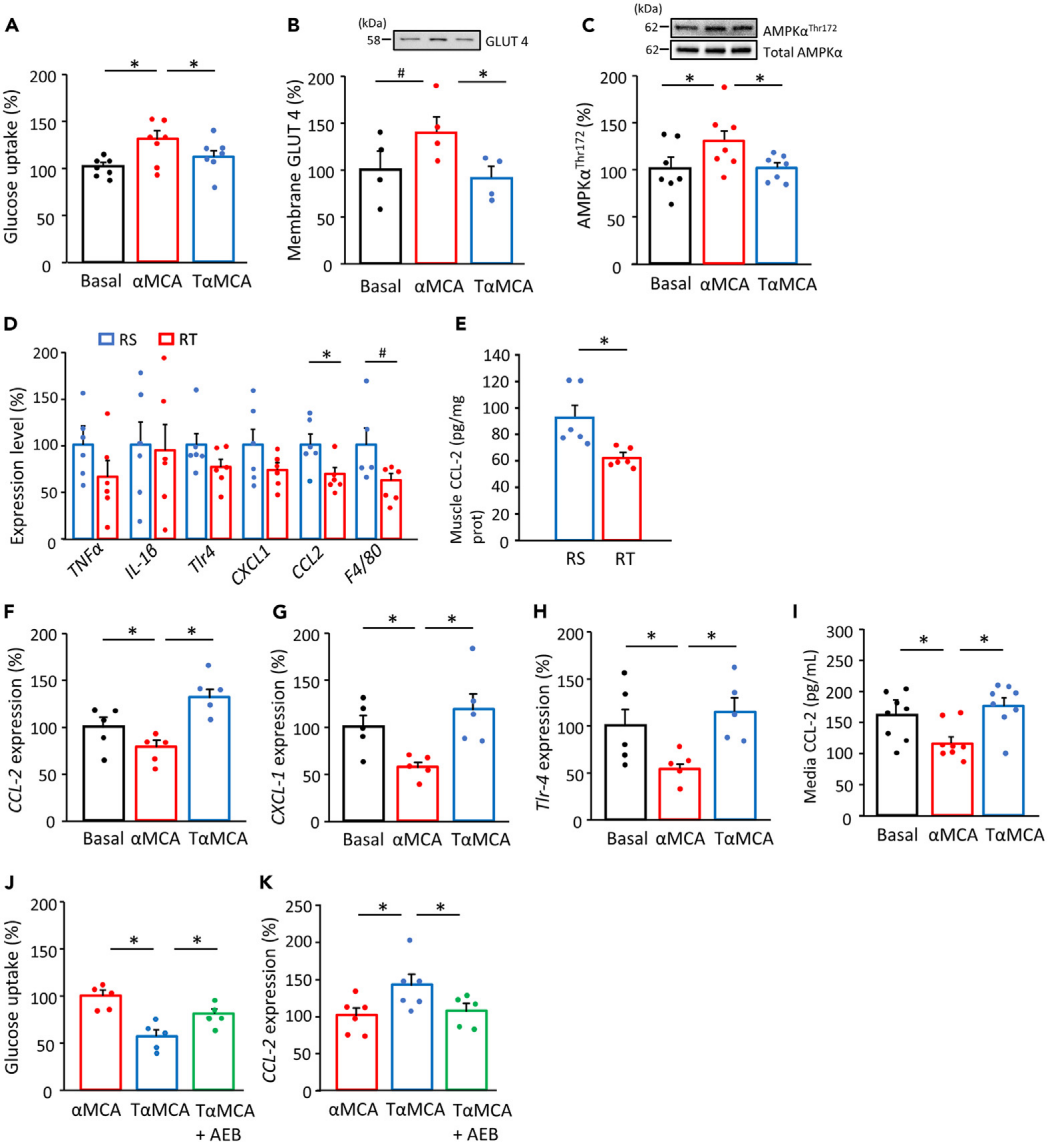
Different forms of BA modulate metabolic and inflammatory responses in cultured myotubes and muscle tissues Glucose uptake in C2C12 myotubes incubated in the absence or presence of αMCA and tauro α-muricholic acid (TαMCA) (10 μM) with palmitic acid (200 μM) for 24 h or incubated with or without sotrastaurin (AEB071) (2 nM) (n = 5–8, A and J). The membrane content of glucose transporter 4 (GLUT4) (n = 4, B) and AMPKα^Thr172^ phosphorylation (n = 7, C) in C2C12 myotubes incubated in the absence or presence of MCA and TMCA. mRNA levels of *CCL-2*, *CXCL-1*, and *Tlr-4* (n = 5–6, F–H, K) with or without AEB071in myotubes, and levels of CCL-2 in the media (n = 8, I) in the absence or presence of αMCA and TαMCA. mRNA levels of *TNF-α*, *IL1-β*, *Tlr-4*, *CXCL-1*, and *CCL-2*, and *F4/80* (n = 6, D) and CCL-2 protein level (n = 6, E) in gastrocnemius muscles from recipient mice at week-1. Phosphorylation levels were correlated with the total content of each target in immunoblotting. RS; recipient from sedentary donor, RT; recipient from trained donor. ^#^p < 0.1 and ∗p < 0.05 between groups. Results are presented as the mean ± SE.

Inflammatory factors are involved in metabolic impairment. Typical inflammatory factors in muscle tissues were measured to examine the mechanism of BA deconjugation on metabolic signaling activation. 

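On the arrays, Ccl2 did not pass the test in week 1 gastrocnemius, while Adgre1, the gene of F4/80, was higher in RT together with most macrophage markers. Ccl2, a chemokine that attracts monocytes, had a log2 signal of 4.14 ± 0.20 (SD, n = 6) in RS and 4.04 ± 0.16 (SD, n = 6) in RT, a change of −0.09 (standard error 0.10, adjusted p = 0.552 from limma, exact permutation p = 0.405) that was 0.02 after a further quantile normalization or cyclic loess and 0.03 with the spread covariate. Adgre1 rose from 3.98 ± 0.18 to 4.43 ± 0.27 (SD, n = 6 each), a log2 change of 0.44 (standard error 0.12, adjusted p = 0.0232), with 5 RT mice above every RS mouse (exact permutation p = 0.00866, adjusted over the 6 transcripts of Figure 4D to 0.0519). Its call was lost with the spread covariate (0.42, adjusted p = 0.143), where 0 of the 6 transcripts passed. Cxcl1, a chemokine that attracts neutrophils, had a log2 change of −0.25 (adjusted p = 0.106) and lay below the RS mean in 6 of 6 RT mice (exact permutation p = 0.0455, adjusted 0.136). Tlr4, the endotoxin receptor gene, had a log2 change of 0.17 (adjusted p = 0.294), Tnf of −0.04 (adjusted p = 0.886) and Il1b of 0.00500 (adjusted p = 0.979), and the signs of Tnf and Il1b turned under several alternatives. Of 24 macrophage and monocyte markers, 18 were higher and 6 did not pass (20 higher when adjusted over the list alone). Mrc1 and Cd163, scavenging receptors of resident macrophages, rose by 0.99 (standard error 0.18, adjusted p = 0.00321) and 0.94, and Cd68 and the complement gene C1qb rose by 0.85 and 0.81. Cx3cr1 (−0.24, adjusted p = 0.227) and Itgax (−0.04, adjusted p = 0.779) did not pass. The median log2 change of the list was 0.47 (camera, adjusted p = 2.97e-10, adjusted p = 0.164 with an estimated correlation, 1.31e-12 to 0.164 over all alternatives). Without RS-4 and RS-6, 15 genes were higher and the list median was 0.49. With the spread covariate, 10 genes were higher and the median was 0.51, so the lost calls do not show a smaller change. Of 41 genes of inflammatory cytokines, chemokines and Toll-like receptor signaling, 7 were higher, 1 was lower and 33 did not pass (6 higher when adjusted over the list alone). Tlr7, a receptor of single-stranded RNA, rose by 0.58 (standard error 0.11, adjusted p = 0.00308), the chemokine gene Ccl8 rose by 0.52, and Tlr2 fell by 0.24. Tlr2 lost its call under 13 of 20 alternatives fixed beforehand, and after cyclic loess, with the spread covariate and without RS-4 and RS-6. The spread covariate left 3 genes of this list higher and 0 lower, and leaving out RS-4 and RS-6 left 5 and 1. The list median was 0.03 (adjusted p = 0.324, 0.0457 to 0.703 over all alternatives), at percentile 98.2 of random lists matched on signal, whose median was −0.06. The list was called higher after cyclic loess (adjusted p = 0.0457, 10 higher and 0 lower) and by fry (adjusted p = 0.0467), and its direction turned without the dimmest transcript clusters. Of these 6 transcripts of the study's choice, 1 was higher and 5 did not pass (1 higher and 1 lower when adjusted over the list alone, which is not independent evidence of a direction). The arrays are another assay than the real-time PCR of Figure 4D, whose reference transcript Actb rose on the arrays by 0.43 (standard error 0.10, adjusted p = 0.0153), with every RT mouse above every RS mouse. Actb lost its call with the spread covariate (adjusted p = 0.189 from limma), and its rise was as low as 0.23 over all alternatives. Relative to Actb, a scale chosen after seeing the data, Ccl2 in RT was 69.8% of RS, Cxcl1 62.6%, Tnf 72.6%, Il1b 74.7%, Tlr4 83.9% and Adgre1 101%. The rise of Actb lowers every transcript on this scale, and the percentages of Tnf and Il1b, dim on the arrays, restate it for the most part.

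**Figure D4:**
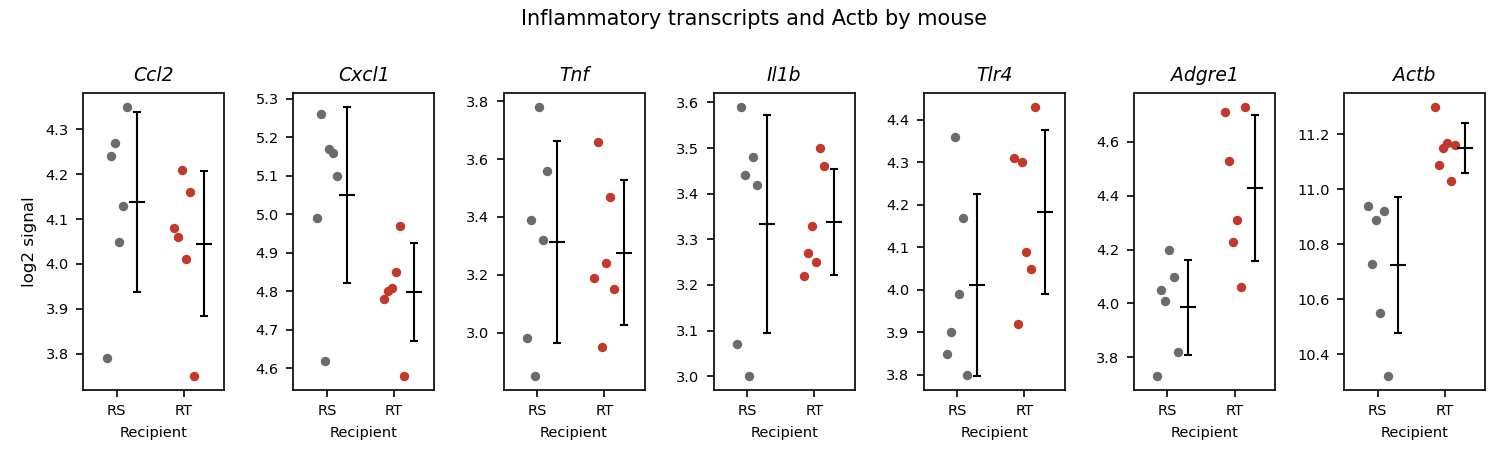
Log2 signal of Ccl2, Cxcl1, Tnf, Il1b, Tlr4, Adgre1 and Actb by mouse in RS and RT (n = 6 each). Bars are the mean ± SD and points are mice. All 6 RT mice lie above the RS mice in Actb, and 5 do in Adgre1.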

We found lower expression levels of chemokine (C-C motif) ligand 2 (CCL-2) (p < 0.05) and F4/80 (p = 0.067) in the muscle tissues of RT at 1 week after FMT (Figures 4D and 4E), suggesting suppressed macrophage infiltration, a marker of low-grade inflammation. In cultured myotubes, the mRNA expression of inflammatory factors was higher upon treatment with tauro-conjugated BA than with the free-form (p < 0.05) (Figures 4F–4H) whereby CCL-2 concentration in media was also higher (p < 0.05) (Figure 4I). Sotrastaurin, an inhibitor of protein kinase C-theta (PKCθ), which is a possible factor of the inflammatory pathway in response to BA, prevented the effects of tauro-conjugated form on glucose uptake and CCL-2 levels (p < 0.05) (Figures 4J and 4K).

### Transplanting exercise-induced microbiota improves glucose metabolism in high-fat diet-induced obese mice

The effects of FMT on glucose metabolism were determined in high-fat diet (HFD)-induced obese mice. After taking HFD, body weight, blood glucose, and plasma insulin were gradually increased over 8 weeks (Figures S8A–S8C), in addition to decreased level of phopho-Akt in gastrocnemius muscle (Figure S8D). Body weight did not change between recipient groups after taking HFD for 8 weeks (Figure 5A). Although the gastrocnemius muscle weight was unaltered, RT mice showed lower epididymal fat weight (p < 0.05) (Figures 5B and 5C), concomitant with lower plasma glucose (p < 0.05) and unaltered insulin levels (Figures 5D and 5E). Blood glucose levels during oral glucose tolerance test (GTT) were lower in RT mice (30 min and 60 min, p < 0.01) (Figure 5F). Insulin tolerance test (ITT) showed gradual decrease in blood glucose levels after insulin injection, and the relative decrease rate was larger in RT mice (30 min, p < 0.05) (Figure 5G). These improvements in metabolic parameters in HFD-induced obese mice correlated with enhanced glycogen content, mRNA expressions of peroxisome proliferator-activated receptor gamma coactivator-1α (PGC1α), cytochrome *c* oxidase 4-1 (COX4-1), and AMPKα^Thr172^, acetyl-CoA carboxylase (ACC)^Ser212^ phosphorylation, and membrane content of GLUT4, as well as COX activity in the gastrocnemius muscle of RT mice compared to the RS group (p < 0.05) (Figures 5H–5N).

**Figure 5:**
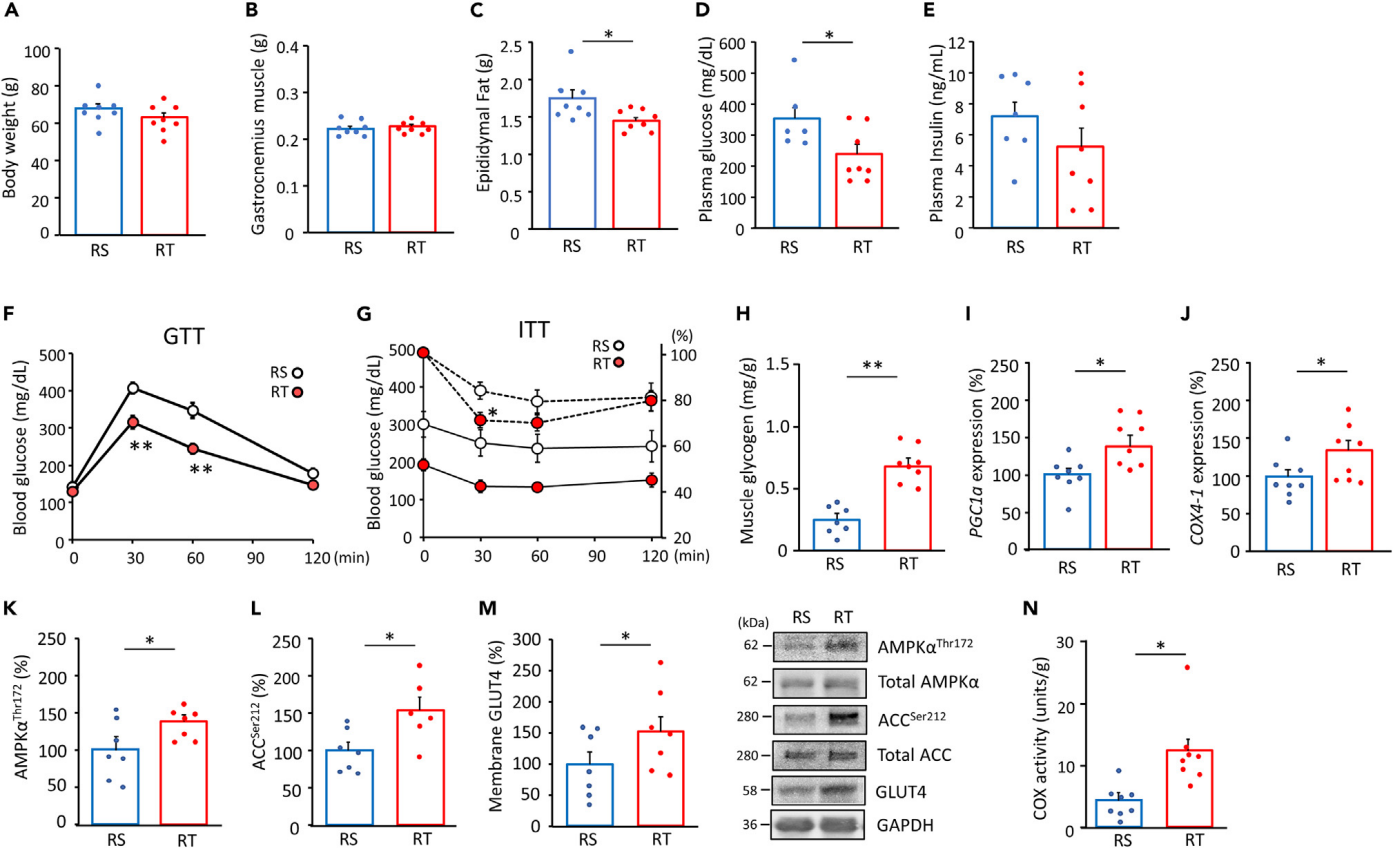
Exercise-acclimated microbiota treatment improves glucose tolerance in HFD-fed mice (AN) Body and tissue weights (n = 8, A–C), blood chemistry (n = 8, D and E), blood glucose concentrations during oral glucose tolerance tests (n = 8, GTT) (F) and insulin tolerance tests (ITT) (n = 8, G), glycogen content (n = 7–8, H), mRNA levels of *PGC1α* and *COX4-1* (n = 8, I and J), AMPKα^Thr172^ (n = 7, K) and ACC^Ser212^ (n = 6–7, L) phosphorylation, membrane content of GLUT4 (n = 7, M), and COX activity (n = 8, N) in gastrocnemius muscle in recipient mice fed chow or HFD for 8 weeks. Phosphorylation levels were correlated with total content of each target in immunoblotting (K–M). The solid line shows absolute values, and the dotted line shows relative values in the ITT (G). RS; recipient from sedentary donor, RT; recipient from trained donor. ∗p < 0.05, and ∗∗p < 0.01 between groups. Results are presented as the mean ± SE.

## Discussion

In this study, we focused on the effect of gut microbiota transferred from trained to recipient mice via FMT, on the development of metabolic dysfunction induced by HFD. Given the characteristics of the mouse model, bacterial and molecular changes in the early phase of HFD feeding may be involved in glucose intolerance and obesity in later phases. Hence, we conducted transcriptome and metabolome analysis at 1 week of FMT and examined phenotypic parameters at week 8. We found that recipient mice transplanted with gut bacteria from DT mice showed reduced HFD-induced glucose intolerance. In the recipient mice, the glucose metabolic signaling pathway in skeletal muscle was activated with a higher ability of deconjugation of BA, which is involved in metabolic and anti-inflammatory responses. These results suggest that exercise-induced gut microbial modulation contributes to improved glucose metabolism in skeletal muscle through BA deconjugation. Furthermore, our findings confirm that bacterial composition in the gut influences the organ functions throughout the body.

Cross-sectional and interventional studies in animals and humans show that habitual exercise alters the composition of the intestinal microbiota.^8^^,^^9^ However, it is unclear whether microbiota alterations contribute to exercise-induced metabolic improvements. In the present study, we observed an increase in the abundance of the common bacterial genera *Lactobacillus* and *Lactococcus* in both DT and RT mice. These microbes are frequently more abundant in exercise habituation^20^^,^^21^ and less abundant in metabolic disorders in animals and humans^22^^,^^23^ whereby dietary supplementation with *Lactobacillus* and *Lactococcus* improves glucose tolerance.^24^^,^^25^ Conversely, we report a regular decrease of the genus *Parabacteroides* that is commonly elevated in obesity as well as in metabolic dysfunction^22^^,^^23^ and is decreased by exercise.^26^ In addition to these commonly altered genera, 44 microbial species showed lower presence, while 5 were higher in RT mice. FMT to germ-free mice is a typical model used to promote the propagation of microbes and evaluate their function; however, recipients do not yield an entire similar microbiota profile as the donor. Furthermore, HFDs may also interfere with the propagation of microbiota in the recipients as it is established that a daily HFD causes dysbiosis, associated with metabolic dysfunction.^27^ By contrast, the metabolic benefits of exercise were better obtained in the HFD group than in the normal-diet group.^28^ Therefore, exercise-induced changes in these genera may contribute to metabolic improvement under HFD conditions.

One of the crucial benefit of habitual exercise is improved metabolic capacity, such as insulin sensitivity and mitochondrial oxidation.^5^ Because skeletal muscle is the principal site for blood glucose disposal, it is a practical target in therapies to prevent and treat obesity and type 2 diabetes. In the present study, we found that various metabolic activators, including enzymes, transcription factors, and myokines, were upregulated in the skeletal muscle in RT mice. 

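Part of the transcription factors, myokines and enzymes examined were higher in RT at week 1. Of 49 metabolic transcription factors and coactivators, 15 were higher and 34 did not pass (16 higher and 2 lower when adjusted over the list alone). Mef2a, a factor of muscle gene expression, rose by 0.46 (adjusted p = 0.00963 from limma), and Tfb1m, a factor of mitochondrial ribosome assembly, rose by 0.50 (standard error 0.15, adjusted p = 0.0386). Atf2 rose by 0.37 and the thyroid hormone receptor gene Thrb by 0.33. Of 33 myokines, 9 were higher, 2 were lower and 22 did not pass (10 higher and 3 lower when adjusted over the list alone). Dcn (decorin) had a log2 signal of 10.32 ± 0.68 (SD, n = 6) in RS and 11.10 ± 0.26 (SD, n = 6) in RT, a rise of 0.78 (standard error 0.24, adjusted p = 0.0377). Tgfb2 and Fstl1 rose by 0.61 and 0.60, and Mstn, the gene of myostatin, which limits muscle growth, rose by 0.54. Vegfa, a growth factor of vessels, fell by 0.36 (adjusted p = 0.0943) and Bdnf by 0.32 (adjusted p = 0.0529), but both lost their call after a further quantile normalization, after cyclic loess, with the spread covariate and without RS-4 and RS-6, and Vegfa also without any 1 of the RT mice. Dcn and Sparc of this list are also matrix markers. Of 18 other genes that the study names, 4 were higher and 14 did not pass (4 higher when adjusted over the list alone, which is not independent evidence of a direction). Besides Actb these were Acaca, an acetyl-CoA carboxylase, with a rise of 0.41 (standard error 0.11, adjusted p = 0.0208), Slc2a4, the gene of GLUT4, with 0.32 (standard error 0.11, adjusted p = 0.0662), and Stk11, the gene of LKB1, with 0.27 (standard error 0.08, adjusted p = 0.0380). Prkag3, the AMPK γ3 subunit, had a log2 change of 0.17 (adjusted p = 0.459) and the PKCθ gene Prkcq of 0.07 (adjusted p = 0.651), which turned to −0.04 without RS-4 and RS-6. Camera gave the transcription factors an adjusted p of 0.00960 (adjusted p = 0.439 with an estimated correlation, 0.00265 to 0.620 over all alternatives) and the myokines 0.0886. The median of the transcription factors lay at percentile 75.3 of random lists matched on signal, within their chance range. Without RS-4 and RS-6, 6 transcription factors were higher (adjusted p of the list 0.0870) and 9 myokines were, with 0 lower, and Slc2a4 and Stk11 lost their calls there and after cyclic loess. With the spread covariate, 3 transcription factors, 4 myokines and 0 of the 18 other genes were higher, so Acaca and Actb lost their calls there too. Of these 18 genes, 2 were higher after cyclic loess and 2 without RS-4 and RS-6.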

Particularly, AMPK signaling was activated following FMT from DT. AMPK is a major sensor of intracellular energy demand that stimulates glucose uptake and mitochondrial biogenesis.^29^ It activates insulin-independent glucose uptake and lipid oxidation in skeletal muscle in response to exercise and muscle contraction.^29^^,^^30^^,^^31^ In contrast, it has been suggested that a permanent reduction in the AMPK pathway leads to insulin resistance^32^ and contributes to muscle dysfunction in diet-induced obesity.^33^ Our results showed that phospho-AMPK and phospho-AS160 levels were elevated in the skeletal muscle of the RT mice. In addition, because one of the primary insulin target organs is skeletal muscle, our GTT and ITT results support a beneficial improvement in skeletal muscle glucose uptake. Hence, these findings indicate that the alterations in metabolic functions as a result of FMT involve AMPK signaling in skeletal muscle. Although the genera affected by AMPKγ3 knockout did not necessarily match the genera that were influenced by FMT, the lower genus *[Ruminococcus]* in AMPKγ3-knockout mice corresponds to the higher result in RT mice. However, because the whole composition rather than changes in individual bacteria affects the host, further studies are needed in order to corroborate present results and confirm whether the exercise-induced change in microbiota can be induced by AMPK activation in skeletal muscle.

While AMPK phosphorylation is reduced in skeletal muscle derived from animal models of obesity or type 2 diabetes,^34^ humans with type 2 diabetes retain AMPK activation in response to exercise or cellular stress.^35^ Thus, agents that mimic the effects of exercise on AMPK activation may improve insulin sensitivity of skeletal muscle in metabolic diseases. Our results show that gut microbiota from trained mice prevents metabolic disruption in recipient mice under HFD conditions. Therefore, long-term FMT treatment may enhance skeletal muscle insulin sensitivity via AMPK activation, thereby preventing the development of type 2 diabetes. Furthermore, our results suggest that gut microbiota are involved in improved skeletal muscle metabolism during exercise training, which partly explains the health-promoting effects of physical activity in the prevention of peripheral insulin resistance. Because the elevated glycogen content leads to the enhancement of endurance capacity,^36^^,^^37^ the exercise-acclimated microbiota may also have a potential benefit for athletic performance. However, the main objective of this study was to examine the effect of FMT on diet-induced metabolic dysfunction; thus, appropriate experiment protocol was not set up to assess endurance.

Several microbiota-produced metabolites play critical roles in immune and metabolic functions,^12^^,^^38^ namely, short-chain fatty acids, trimethylamine, amino acids, hydrogen peroxides, and lactate,^12^^,^^38^^,^^39^^,^^40^ which are released into the circulation. In metabolome analysis of circulating metabolites, we found that CA was the maximum enhanced factor in the RT group compared to the RS group. Primary BAs such as CA and CDCA are generated and conjugated with glycine or taurine (Glyco-CA, Glyco-CDCA, Tauro-CA, Tauro-CDCA) in the liver. These primary BAs are exported into the bile, where glycine and taurine are deconjugated by specific bacteria that express bile salt hydrolases, such as *Lactobacillus* and *Bifidobacterium*.^41^ In mice, MCAs are the primary BAs that are conjugated with glycine and taurine and deconjugated by bacteria. Accumulating evidence suggests that BAs can regulate nutrient metabolism by regulating the activation of the BA-specific receptors, farnesoid X receptor and transmembrane G protein-coupled receptor (TGR)-5, in metabolic tissues.^42^ We found that plasma taurine-conjugated BA levels were decreased and free-form BA levels were increased in HFD-fed RT mice, which was confirmed by a higher deconjugation ratio. Incidentally, the deconjugation ratio showed a positive correlation with increased bacterial genera in both DT and RT mice, supporting the relationship between microbiota and circulating modifications in BAs, in particular, the genus *Lactobacillus* as it has a high activity of bile salt hydrolase.^41^^,^^43^ A previous study also showed that HFDs increase the total level of taurine-conjugated BAs and decrease the level of free BAs.^44^ Taurine-conjugated BAs have been suggested to induce higher inflammatory responses than free BAs in adipocytes, which is associated with increased CCL-2 expression.^45^ Therefore, exercise-induced microbiota changes suppressed metabolic dysfunction caused by HFDs, which may be partly mediated by deconjugated BAs. In cultured myotubes, we found that free MCA treatment activated glucose uptake and AMPK signaling more than the treatment with tauro-conjugated MCA. Network analysis also supported the relationship between the microbiota, BA deconjugation, and AMPK signaling. βMCA did not show a higher deconjugation ratio in the RT mice or a correlation of the deconjugation ratio with metabolic activators in skeletal muscle. In contrast to other MCAs, it has been reported that the tauro-conjugation form of βMCA protects against tissue damage and induces metabolic improvement.^46^ Hence, the higher tauro-conjugated form of βMCA may contribute to metabolic activation in the muscle.

Recently, several studies have examined exercise effects using the FMT approach. Zoll et al.^47^ showed that the metabolic-disrupting effect of high-fat and high-sugar diet was propagated from donors to recipients fed with normal diet weekly by FMT. However, this did not elucidate the benefits of exercise training. In contrast, Lai et al.^48^ reported the transmission of training-induced metabolic improvement in donors by higher frequency (5 times/week) FMT on recipients fed with HFD after bacterial elimination with antibiotic treatment. This result indicated that exercise-acclimated microbiota can contribute to improved metabolic dysfunction under HFD conditions. Meanwhile, the present study showed that even lower frequency (twice weekly) of FMT to germ-free mice fed with HFD successfully achieved the advantageous metabolic effects. Germ-free conditions in the initial state, diet, and FMT method may have led to a more efficient transmission. Furthermore, the training program and the type of donor mice may also affect the gut microbiota profile and efficient transmission to the recipients. In particular, Institution of Cancer Research (ICR) mice can perform high-intensity exercise regime better compared to B6J and Balb/c mice; hence, sufficient training load may have also influenced the results.

Various inflammatory factors impair glucose metabolism in skeletal muscle. Animal models and patients with type 2 diabetes show higher inflammatory cytokine levels,^49^ and chronic low-grade inflammation causes insulin resistance.^50^ Our results showed a lower expression of CCL-2 and F4/80, a macrophage infiltration marker, in the RT mice in the early period of FMT, i.e., the pre-stage onset of glucose intolerance. Furthermore, tauro-conjugated BA treatment also resulted in more CCL-2 expression and secretion than treatment with free-form BA in cultured myotubes. CCL-2 suppresses macrophage-dependent and independent glucose uptake.^49^^,^^51^ Therefore, these observations suggest that CCL-2 mediates taurocholic acid-induced suppression of glucose uptake via an inflammatory response. Although we observed the association of deconjugation with the abundance of bacterial genera, a detailed analysis with bacterial species class would have provided more insights.

Generally, circulating BAs act as signaling factors through farnesoid X receptor and TGR-5. Particularly in skeletal muscle, TGR-5 mediates signal activation in protein anabolism and energy utilization.^52^^,^^53^ BA composition does not lead to a large difference in TGR-5-mediated metabolic signaling.^52^^,^^53^ However, the present results are not necessarily limited to TGR-5-mediated effects but rather suggest that the induction of inflammatory factors such as CCL2 attenuates glucose metabolic signals. Given that CCL2 is induced by conjugated BA in adipocytes,^45^ ability to deconjugate may contribute to metabolic improvement via attenuated inflammatory responses. BAs can directly disrupt the plasma membrane and activate the protein kinase C (PKC) pathway, which results in inflammatory responses.^54^^,^^55^ In skeletal muscle, inflammatory responses are mediated by activated PKCθ.^56^^,^^57^ We found that pretreatment with PKCθ inhibitor prevented taurocholic acid-induced suppression of glucose metabolism and elevated CCL-2. Collectively, our findings suggest that exercise-acclimated microbiota improves glucose tolerance by suppressing the tauro-conjugated BA-induced inflammatory response. BAs can regulate intracellular calcium levels.^58^ Because AMPK phosphorylation is activated by calcium-dependent signals,^59^ intracellular calcium may also be involved in metabolic improvement. By contrast, IGF-1 signaling, another predicted signaling pathway activated by FMT, did not change between free and conjugated BAs. As shown in a previous study,^52^ this signaling is activated through TGR-5, which occurs via both free and conjugated BAs. Although the different responses of IGF-1 observed between RS and RT are unclear, we speculate that other microbiota-responsive factors may have mediated this effect. However, further studies employing various conditions in ratios, concentrations, and species of BAs would be required to provide more insight. Apart from BAs, other metabolite levels can be increased by transplanting microbiota from DT, which in turn may have several metabolic benefits and other multiple effects. In addition to short-chain fatty acids and organic acids suggested in previous studies,^38^^,^^40^ metabolites found in the present metabolome analysis may be potential factors. As this study only demonstrated the effect of BAs as a contributing factor, more research on the mechanism of metabolic action in skeletal muscle is necessary to fully determine the effect of exercise-induced microbiota changes. Furthermore, it is necessary to confirm the potential application of these findings in human studies. In addition to the concept of fecal transplantation from trained subjects, the consumption of probiotics with high bile salt hydrolases activity may provide metabolic benefits.

In conclusion, microbiota transplantation of feces from trained mice plays a role in whole-body glucose tolerance, concomitant with AMPK activation in skeletal muscle. These effects are mediated by anti-inflammatory properties of BA deconjugation. Microbiota transplantation improves glucose homeostasis and insulin sensitivity in HFD-induced obese mice, which highlights the metabolic benefits obtained by habitual exercise and FMT application in the management of metabolic disease. Thus, we concluded that microbiota mimics the health-promoting effects of exercise by improving glucose metabolism in skeletal muscle through the “muscle and gut axis.”

### Limitations of the study

Although our study provides a crucial link between the influence of exercise on microbiota and in turn its effect on the metabolic functions of skeletal muscles, there are a few limitations. As mentioned previously, the effects of the whole composition of the microbiota on metabolism could be much broader than those observed upon altering a small proportion. Therefore, further studies are requried to address this on a larger scale. Moreover, although we have found the correlation between AMPK signaling and the abundance of certain bacterial genera, further studies are required to establish a mechanistic link between the two. More importantly, based on the metabolome analysis, we focused our study on the BAs. Further experiments are required to elucidate the mechanistic details of microbiota-mediated metabolic regulation in the skeletal muscle. Furthermore, the effect of other microbiota-released metabolites must also be studied in this context.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Rabbit polyclonal anti-phospho AMPKα (Thr172)	Cell Signaling Technology	Cat#2531S; RRDI: AB_330330
Rabbit polyclonal anti-AMPKα	Cell Signaling Technology	Cat#2532S; RRID: AB_330331
Rabbit polyclonal anti-phospho ACC (Ser212)	Cell Signaling Technology	Cat#3661S; RRID: AB_330337
Rabbit polyclonal anti-ACC	Cell Signaling Technology	Cat#3662S; RRID: AB_2219400
Rabbit polyclonal anti-phospho Akt (Ser473)	Cell Signaling Technology	Cat#9271S; RRID: AB_329825
Rabbit polyclonal anti-Akt	Cell Signaling Technology	Cat#9272S; RRID: AB_329827
Rabbit polyclonal anti-phospho Akt substrate (Ser/Thr)	Cell Signaling Technology	Cat#9611S; RRID: AB_330302
Rabbit polyclonal anti-phospho AS160 (Thr642)	Cell Signaling Technology	Cat#8881S; RRID: AB_2651042
Rabbit polyclonal anti-AS160	Cell Signaling Technology	Cat#2670S; RRID: AB_2199375
Rabbit polyclonal anti-phospho CaMKII (Thr286)	Cell Signaling Technology	Cat#12716S; RRID: AB_2713889
Rabbit polyclonal anti-CaMKII	Cell Signaling Technology	Cat#4436S; RRID: AB_10545451
Rabbit polyclonal anti-phospho LKB1 (Ser428)	Cell Signaling Technology	Cat#3482S; RRID: AB_2198321
Rabbit polyclonal anti-LKB1	Cell Signaling Technology	Cat#3047S; RRID: AB_2198327
Rabbit polyclonal Anti-GLUT-4 C-terminus	Merck Millipore	Cat#07-1404; RRID: AB_1587080
Mouse monoclonal Anti-GAPDH	Abcam	Cat#ab8245; RRID: AB_2107448

**Biological samples**		

Mouse skeletal muscle	This paper	N/A
Mouse blood	This paper	N/A
Mouse stool	This paper	N/A

**Chemicals, peptides, and recombinant proteins**		

αMCA	Cayman	Cat#20291
Tauro-αMCA	Cayman	Cat#20288
Tauro-αMCA	Toronto Research	Cat#T009130
Sotrastaurin	Selleck	Cat#S2791

**Critical commercial assays**		

Mouse MCP-1/CCL2 ELISA kit	Sigma	Cat#RAB0055-1KT
Mouse IGF-1 ELISA kit	Protein tech	Cat#KE10032
Mouse Insulin ELISA kit	Mercodia	Cat#10-1247-01
Glucose Uptake-Glo Assay	Promega	Cat#J1341
Proteoxtra Transmembrane Protein Extraction Kit	Novagen	Cat#71772-3CN
F-kit glucose	Roche Diagnostics	Cat# 716251A
Taqman Gene Expression Assay CCL-2	Thermo Fisher Scientific	ID#Mm00441242_m1
Taqman Gene Expression Assay CXCL-1	Thermo Fisher Scientific	ID#Mm04207460_m1
Taqman Gene Expression Assay TLR-4	Thermo Fisher Scientific	ID#Mm00445273_m1
Taqman Gene Expression Assay TNF-α	Thermo Fisher Scientific	ID#Mm00443258_m1
Taqman Gene Expression Assay IL-1β	Thermo Fisher Scientific	ID#Mm00434228_m1
Taqman Gene Expression Assay F4/80	Thermo Fisher Scientific	ID#Mm00802529_m1
Taqman Gene Expression Assay COX4-1	Thermo Fisher Scientific	ID#Mm01250094_m1
Taqman Gene Expression Assay PGC1-α	Thermo Fisher Scientific	ID#Mm01208835_m1
Taqman Gene Expression Assay β-actin	Thermo Fisher Scientific	ID#Mm 00607939_s1

**Deposited data**		

Raw and analyzed data	This paper	GEO: GSE201202

**Experimental models: Cell lines**		

Mouse: C2C12 cells	ECA	Cat#EC91031101-F0

**Software and algorithms**		

QIIME2	Bolyen et al., 2019^60^	Version 2020.8
Cytoscape	Shannon et al., 2003^61^	Version3.8.2
Transcriptome Analysis Console Software	Affymetrix	Version 4.0
Ingenuity Pathway Analysis	QIAGEN	Version 76765844
ImageJ	Schneider et al., 2012^62^	https://imagej.nih.gov/ij/

**Other**		

MiSeq	Illumina	Cat#SY-410-1003
Agilent time-of-flight mass spectrometer	Agilent Technologies	ID#6210
SpectraMax microplate reader	Molecular Devices	SpectraMac i3x
StepOne Plus Real-Time PCR system	Life Technologies	Cat#4376598
Bond Elut C18 cartridge	Agilent Technologies	Cat#12102025

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Wataru Aoi ().

#### Materials availability

This study did not generate unique new reagents or mouse lines.

### Experimental model and subject details

#### Animal studies

Animal studies were performed according to the guidelines of the Japanese Council on Animal Care and the Regulations and General Advice of Laboratory Animals of the Swedish Board of Agriculture. All animal experiments were approved by the Committees for Animal Research of Kyoto Prefectural University, Kyoto Prefectural University of Medicine (KPU20200402-R, M25-39) (Kyoto, Japan), and by the Stockholm Ethical Committee (Stockholm, Sweden).

Male Institution of Cancer Research (ICR) mice were used as donors to obtain feces. Mice were acclimatized in an air-conditioned (22 ± 2°C) room with a 12:12 h light–dark cycle. The mice in the exercise group ran on a motorized treadmill five times per week for four weeks. During this period, the level of exercise was gradually increased from running for 20 min at 18 m·min^−1^ to 60 min at 30 m·min^−1^. Fresh fecal samples were collected the day after the last exercise session. The mice were then euthanized, and samples of the gastrocnemius muscle and plasma were collected. The feces were immediately weighed and diluted 10-fold with sterile phosphate buffer that was pre-deoxygenated under an argon gas stream. The suspension was centrifuged (100 × *g*, 2 min, 4 °C), and the upper layer was collected and mixed with sterile 10% glycerol for FMT. The samples were dispensed into vials, immediately frozen in liquid nitrogen, and stored at −80°C until further use.

On arrival, twenty-eight male germ-free mice (10 weeks old, Sankyo Labo Service, Tokyo, Japan) were divided into two groups and administered fecal samples from sedentary or training donor mice by gavage under germ-free conditions. Then, the recipient mice were kept under specific-pathogen-free conditions and allowed free access to autoclaved water and a laboratory HFD (Research Diets, New Brunswick, NJ) containing protein, 20% kcal; fat, 45% kcal; and carbohydrate, 35% kcal. FMT was conducted twice a week throughout the housing period. The mice were housed together in cages with filtered tops and received identical fecal samples. After 1 week, six mice from each recipient group were fasted for 4 h. The mice were then euthanized, and muscle tissues, blood, and fecal samples were collected, immediately frozen, and stored at −80°C. For the remaining eight mice of each recipient group, oral GTT and intraperitoneal ITT were performed at week 8. Subsequently, muscle tissues and plasma were collected for biochemical assays.

Male AMPK γ3-knockout mice were generated using gene-targeting techniques.^63^ Mice were acclimatized in an air-conditioned (22 ± 2 °C) room with a 12:12 h light–dark cycle. Both knockout and wild-type littermate mice were used for high throughput 16S rRNA amplicon sequencing of fecal samples collected after fasting for 4 h.

#### Cell culture

C2C12 myocytes were cultured as previously described.^64^ Briefly, C2C12 myoblasts were grown at 37 °C in a 5% CO_2_ incubator in Dulbecco’s modified Eagle’s medium (DMEM) (4.5 g/L glucose) (Nacalai Tesque Corp., Kyoto, Japan) supplemented with 10% fetal bovine serum (Equitech-Bio, Inc., Kerrville, TX, USA) and 1% penicillin-streptomycin (Nacalai Tesque Corp.). To induce cell differentiation into myotubes, the medium was changed to DMEM (1.0 g/L glucose) (Nacalai Tesque Corp.) supplemented with 2% horse serum (Thermo Fisher Scientific Inc.) and 1% penicillin-streptomycin (Nacalai Tesque Corp.) for 4 days. Then, experiments using BAs (αMCA and tauro-αMCA; Cayman Chemical, Ann Arbor, MI, USA; Toronto Research Chemical, ON, Canada), palmitic acid (TCI Chemicals, Tokyo, Japan), and sotrastaurin, a PKCθ inhibitor (AEB071; Selleck Chemicals, Houston, TX, USA), were performed following incubation for 4 h in non-supplemented medium.

### Method details

#### GTTs and ITTs

In the recipient mice, oral GTT was performed after an overnight fast. The mice received 20% glucose solution (FUSO Pharmaceutical Industries, Osaka, Japan) by gavage at 100 μL/10 g body weight. Tail vein blood was collected immediately before and at 30, 60, and 120 min after gavage. Glucose levels were measured using Glutest Ace R (Sanwa Kagaku Kenkyusho Co. Ltd. Nagoya, Japan). For ITT, mice were starved for 4 h and 0.33 U/kg human insulin (Humulin R; Eli Lilly Japan K.K., Kobe, Japan) was injected intraperitoneally. Glucose levels were measured from tail vein blood samples collected immediately before and at 30, 60, and 120 min after insulin injection.

#### Analysis of fecal microbiota by high throughput 16S rRNA amplicon sequencing

Extraction of bacterial DNA from feces was conducted as described previously.^65^ Library preparation and deep sequencing were also performed as described previously.^65^ In the DNA sequencing, the V3-4 region of 16S rRNA genes in each sample was amplified by two-step PCR. The prepared library pool combined with phiX Control (expected 20%) was sequenced using a 285-bp paired-end strategy on the MiSeq (Illumina KK, Tokyo, Japan) according to the manufacturer’s instructions. Afterward, sequencing data analysis was performed with QIIME2 (version 2020.8) as described previously.^66^ In the process, the sequence was denoised with a DADA2 plugin of QIIME2. The Sklearn classifier was used for taxonomic assignment against the Greengenes database (13_8).

#### Plasma glucose and insulin

Plasma glucose levels were measured using a glucose CII test kit (Wako, Osaka, Japan). Plasma insulin levels were measured using an enzyme-linked immunosorbent assay (ELISA) kit as per the manufacturer’s instructions (Mercodia AB, Uppsala, Sweden).

#### Plasma metabolome analysis

Plasma samples from three recipient mice that received FMT for 1 week were used for targeted metabolomic analysis at Human Metabolome Technology Inc. (Tsuruoka, Yamagata, Japan). Capillary electrophoresis time-of-flight mass spectrometry (CE-TOF-MS) analysis to detect approximately 1,000 water-soluble and ionic metabolites including glucose phosphates, amino acids, peptides, nucleic acids, organic acids, vitamins, and fatty acids was performed using an Agilent CE capillary electrophoresis system equipped with an Agilent 6210 time-of-flight mass spectrometer (Agilent Technologies, Waldbronn, Germany). Briefly, plasma (50 µL) was added to methanol (200 µL) containing internal standards (H3304-1002, HMT). The solution was mixed with Milli-Q water (150 µL) and centrifugally filtered through a Millipore 5-kDa cutoff filter (Millipore, Bedford, MA, USA). The filtrate was then resuspended in Milli-Q water (50 µL) for CE-TOFMS analysis using an Agilent CE capillary electrophoresis system equipped with an Agilent 6210 time-of-flight mass spectrometer (Agilent Technologies, Inc., Santa Clara, CA, USA). The spectrometer was scanned from *m/z* 50 to 1,000, and peaks were extracted using the MasterHands automatic integration software (Keio University, Tsuruoka, Yamagata, Japan) to obtain peak information, including *m/z*, peak area, and migration time (MT). Signal peaks were annotated according to HMT’s metabolite database based on their *m*/*z* values and MTs. Areas of the annotated peaks were then normalized to internal standards and sample amount in order to obtain the relative levels of each metabolite.

#### Plasma BA analysis

Plasma BA profiles were detected using a liquid chromatography-tandem mass spectrometry (LC-MS/MS) system.^67^ Briefly, mouse plasma (20 µL) was diluted 100-fold with ^2^H-labeled internal standards and 0.5 M potassium phosphate buffer (pH 7.4). The mixture was applied to a Bond Elut C18 cartridge (200 mg; Agilent Technologies, Santa Clara, CA, USA). The target molecules were eluted in water/ethanol (1:9, v/v). The eluate was evaporated under nitrogen until dry and dissolved in 20 mM ammonium acetate buffer (pH 7.5)/methanol (1:1, v/v). An aliquot of each sample was injected into the LC-MS/MS system for analysis. Chromatographic separation was performed using a Hypersil GOLD column (Thermo Fisher Scientific, Waltham, MA). A mixture of 20 mM ammonium acetate buffer (pH 7.5), acetonitrile, and methanol (70:15:15, v/v) was used for the initial mobile phase, which was gradually changed to 30:35:35 (v/v/v) over 30 min.

#### Microarray analysis

Total RNA was extracted from the frozen gastrocnemius muscle of recipient mice using an RNeasy Mini Kit (Qiagen, Valencia, CA, USA). Target hybridization and cRNA preparations were performed according to the Affymetrix GeneChip® Technical Protocol (Affymetrix, Santa Clara, CA, USA). Affymetrix GeneChip® Mouse Gene 1.0 ST arrays were stained and washed in an Affymetrix Fluidics Station 450 and scanned using a GeneChip® Scanner 3000 7G (Affymetrix). Expression levels were analyzed using Transcriptome Analysis Console Software 4.0 (Affymetrix) following background correction, signal summarization, and normalization by SST[EMS1]-RMA. Pathways that were significantly enriched in the list of differentially expressed genes were identified using Ingenuity® Pathway Analysis (IPA®, QIAGEN).

#### Glucose uptake assay

2-deoxy-glucose uptake was examined using a Glucose Uptake-Glo Assay (Promega Corp., Madison, WI, USA). Differentiated myotubes were prepared in 96 well plates. After washing with PBS, cholic acids were added to the cells and cultured with palmitic acid for 24 h. Thereafter, reagents were added according to the manufacturer’s instructions. 2-deoxy-glucose uptake was measured as luminescence intensity using a SpectraMax microplate reader (Molecular Devices, LLC., Sunnyvale, CA, USA).

#### Glycogen assay

The gastrocnemius muscle was homogenized with 0.3 M percholic acid on ice. Then, 200 mM sodium acetate and 4.2 mg/mL amyloglucosidase were added and the sample was incubated for 2 h at 55°C. Thereafter, 2 M Tris-HCl was added at room temperature. After centrifugation, glucose content was examined using a D-glucose measurement kit as per the manufacturer’s instructions (F-kit glucose, Roche Diagnostics, Mannheim, Germany).

#### Protein assay

Extracted proteins were separated by SDS-PAGE and transferred onto nitrocellulose membranes. Subsequently, the blots were incubated with primary antibodies against phospho-AMPKα (Thr172), total AMPKα, phospho-ACC (Ser212), total ACC, phospho-Akt (Ser473), total Akt, phospho-Akt substrate (Ser/Thr) (AS), phospho-AS160 (Thr642), total AS160, phospho-calcium/calmodulin-dependent protein kinase II (CaMKII) (Thr286), total CaMKII, phospho-LKB1 (Ser428), total LKB1 (all from Cell Signaling Technology, Beverly, MA), glucose transporter 4 (GLUT4) (Merck Millipore, Darmstadt, Germany), and glyceraldehyde-3-phosphate dehydrogenase (GAPDH) (Abcam, Cambridge, MA, USA). Subsequently, membranes were incubated with horseradish peroxidase-conjugated secondary antibody and visualized using enhanced chemiluminescence substrate (Immobilon, Millipore). Each band was detected using an image analyzer (Lumino Graph I, ATTO Corp., Tokyo, Japan). Signal intensities were quantified using the ImageJ software (National Institutes of Health, Bethesda, MD). C-C motif chemokine ligand 2 (CCL-2) and IGF-1 in tissues and culture media were measured using ELISA kits (MCP-1; Sigma, IGF-1; Proteintech, Chicago, IL, USA).

#### RNA extraction and real-time PCR

Total RNA was extracted using Sepazol (Nacalai Tesque). After reverse transcription, quantitative PCR was performed using a StepOne Plus Real-Time PCR system (Life Technologies, Carlsbad, CA, USA) with the THUNDERBIRD Probe qPCR Mix (ToYoBo, Tokyo, Japan) and TaqMan primers *CCL-2*: ID Mm00441242_m1, C-X-C motif ligand 1 [*CXCL-1*]: ID Mm04207460_m1, toll-like receptor 4 [*TLR-4*]: ID Mm00445273_m1, tumor necrosis factor-α [*TNF-α*]: ID Mm00443258_m1, interleukin-1β [*IL-1β*]: ID Mm00434228_m1, *F4/80*: ID Mm00802529_m1, cytochrome c oxidase subunit IV isoform 1 [*COX4-1*]: ID Mm01250094_m1, and peroxisome proliferator-activated receptor gamma coactivator 1-α [*PGC1α*]: ID Ms01208835_m1, Thermo Fisher Scientific). Threshold cycle (Ct) values were determined using the StepOne software, version 2.3 (Thermo Fisher Scientific). Relative gene expression was calculated by the comparative Ct method relative to the *β-actin* reference gene.

#### Fecal bile salt hydrolase activity

Total fecal protein sample was extracted with pre-deoxygenated phosphate buffer added with bacterial and mammalian protease inhibitors (Sigma) and 1 mM dithiothreitol. The bile salt hydrolase activity was measured using a modification a precipitation-based assay described previously.^68^^,^^69^ The extracted samples (500 μg protein) were incubated with 1 mM tauro-αMCA in PBS (pH 5.8) at 37 °C for 6 h. The insoluble free-form product was measured as absorbance intensity using a microplate reader (Molecular Devices). The protein samples incubated with PBS or αMCA were set as negative and positive controls, respectively.

#### Network analysis

To identify possible networks between microbiota, the network analysis of plasma BA deconjugation, and muscle AMPK signaling was analyzed with Spearman’s correlations, and visualized with the Cytoscape v3.8.2 open-source software. Bacteria that showed higher abundance in RT than RS at 1 week of FMT were used for the analysis. Spearman correlation coefficients with a minimal cutoff threshold of 0.6 (p < 0.05, false discovery rate corrected) were calculated.

### Quantification and statistical analysis

All data are reported as the mean ± standard error. ANOVA or Student’s t-test was performed to determine statistical significance between groups. If ANOVA indicated statistical significance, *post hoc* multiple comparisons were conducted using Tukey’s honestly significant difference test to determine the significance of the differences among the mean values. Microarray data were normalized using the robust multi-array average method (Expression Console 1.3.0.187, Affymetrix) and analyzed using one-way between-subject ANOVA (recipient from sedentary donor [RS] vs. recipient from trained donor [RT]). Screening of significant changes in expressed transcripts was considered at p < 0.05 and false discovery rate (FDR) < 0.1. Correlations between microbiota and BAs and between mRNA and BAs were evaluated using Spearman’s correlation analysis. When a normal distribution was not obtained, a non-parametric analysis was used for each comparison. Statistical significance was set at p < 0.05, a trend at p < 0.1.

## Data Availability

Complete data of the microarray analysis have been deposited at GEO and are publicly available as of the date of publication. Accession numbers are listed in the key resources table. This paper does not report original code. Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

# Supplementary material for: Exercise-acclimated microbiota improves skeletal muscle metabolism via circulating bile acid deconjugation
**Source:** iScience. 2023 Feb 21;26(3):106251. doi: 10.1016/j.isci.2023.106251
**Supplement:** Document S1. Figures S1–S8 and Tables S1–S4

## **Supplemental information**

### **Exercise-acclimated microbiota improves skeletal muscle metabolism via circulating bile acid deconjugation**

**Wataru Aoi, Ryo Inoue, Katsura Mizushima, Akira Honda, Marie Björnholm, Tomohisa Takagi, and Yuji Naito**

**Table S1. Difference in gut microbiota between sedentary and trained donors, Related to Figure 1.**

| Change vs DS | Genus                                      | Abundant (%) |             | P-value | Frequency (Present/Total (%)) |           |
|--------------|--------------------------------------------|--------------|-------------|---------|-------------------------------|-----------|
|              |                                            | DS           | DT          |         | DS                            | DT        |
| Increase     | <i>Lactococcus</i>                         | 1.59 ± 0.59  | 3.56 ± 1.11 | 0.089   | 7/7 (100)                     | 8/8 (100) |
|              | <i>Lactobacillus</i>                       | 0.97 ± 0.47  | 4.45 ± 1.43 | 0.031   | 6/7 (88)                      | 6/8 (86)  |
|              | <i>Staphylococcus</i>                      | 0.00 ± 0.00  | 0.02 ± 0.01 | 0.033   | 2/7 (29)                      | 5/8 (58)  |
| Decrease     | <i>Parabacteroides</i>                     | 2.47 ± 0.63  | 1.17 ± 0.24 | 0.066   | 7/7 (100)                     | 8/8 (100) |
|              | <i>Ruminococcus</i>                        | 2.46 ± 0.35  | 1.46 ± 0.40 | 0.057   | 7/7 (100)                     | 8/8 (100) |
|              | <i>Roseburia</i>                           | 0.40 ± 0.11  | 0.17 ± 0.11 | 0.095   | 7/7 (100)                     | 2/8 (25)  |
|              | Unclassified f_ <i>Christensenellaceae</i> | 0.19 ± 0.03  | 0.10 ± 0.02 | 0.030   | 7/7 (100)                     | 8/8 (100) |
|              | Unclassified f_ <i>Erysipelotrichaceae</i> | 0.06 ± 0.01  | 0.01 ± 0.00 | 0.008   | 7/7 (100)                     | 3/8 (38)  |
|              | <i>Pseudobutyrvibrio</i>                   | 0.04 ± 0.02  | 0.00 ± 0.00 | 0.087   | 2/7 (29)                      | 0/8 (0)   |
|              | Unclassified c_ <i>Clostridia</i>          | 0.02 ± 0.01  | 0.00 ± 0.00 | 0.040   | 4/7 (57)                      | 1/8 (13)  |

The relative abundance of microbiota genera that altered ( $p < 0.1$ ) between sedentary and trained donors. DS; sedentary donor, DT; trained donor. The results of abundant are presented as the mean ± standard error, with  $n = 7-8$ .

**Table S2. Differences in gut microbiota between recipient mice at 1 w after fecal microbiota transplantation, Related to Figure 1.**

| Change vs RS | Genus                                     | Abundant (%) |              | P-value | Frequency (Present/Total (%)) |           |
|--------------|-------------------------------------------|--------------|--------------|---------|-------------------------------|-----------|
|              |                                           | RS           | RT           |         | RS                            | RT        |
| Increase     | <i>Lactococcus</i>                        | 2.16 ± 0.91  | 4.21 ± 0.95  | 0.092   | 5/6 (83)                      | 5/6 (83)  |
|              | <i>f_Lachnospiraceae g_[Ruminococcus]</i> | 0.70 ± 0.33  | 2.83 ± 0.79  | 0.029   | 4/6 (67)                      | 6/6 (100) |
|              | <i>Lactobacillus</i>                      | 0.47 ± 0.22  | 10.05 ± 5.30 | 0.080   | 6/6 (100)                     | 5/6 (83)  |
|              | <i>Turicibacter</i>                       | 0.04 ± 0.03  | 0.34 ± 0.07  | 0.055   | 3/6 (50)                      | 5/6 (83)  |
|              | <i>Desulfovibrio</i>                      | 0.08 ± 0.03  | 0.22 ± 0.07  | 0.055   | 4/6 (67)                      | 5/6 (83)  |
|              | <i>Unclassified c_Clostridia</i>          | 0.01 ± 0.01  | 0.03 ± 0.01  | 0.092   | 3/6 (50)                      | 5/6 (83)  |
|              | <i>Staphylococcus</i>                     | 0.00 ± 0.00  | 0.15 ± 0.04  | 0.013   | 0/6 (0)                       | 5/6 (83)  |
| Decrease     | <i>Unclassified f_Ruminococcaceae</i>     | 6.73 ± 0.47  | 3.85 ± 0.75  | 0.009   | 6/6 (100)                     | 6/6 (100) |
|              | <i>Unclassified o_Bacteroidales</i>       | 3.52 ± 1.10  | 0.85 ± 0.41  | 0.041   | 6/6 (100)                     | 5/6 (83)  |
|              | <i>Parabacteroides</i>                    | 2.48 ± 0.58  | 0.73 ± 0.21  | 0.020   | 6/6 (100)                     | 6/6 (100) |
|              | <i>Unclassified f_RFP12</i>               | 1.83 ± 0.77  | 0.39 ± 0.36  | 0.084   | 3/6 (50)                      | 1/6 (17)  |
|              | <i>Phascolarctobacterium</i>              | 0.88 ± 0.36  | 0.16 ± 0.14  | 0.069   | 3/6 (50)                      | 1/6 (17)  |
|              | <i>Prevotella</i>                         | 0.85 ± 0.36  | 0.15 ± 0.14  | 0.073   | 3/6 (50)                      | 1/6 (17)  |
|              | <i>CF231</i>                              | 0.74 ± 0.34  | 0.13 ± 0.12  | 0.084   | 3/6 (50)                      | 1/6 (17)  |
|              | <i>Treponema</i>                          | 0.46 ± 0.19  | 0.06 ± 0.06  | 0.062   | 3/6 (50)                      | 1/6 (17)  |
|              | <i>YRC22</i>                              | 0.44 ± 0.19  | 0.11 ± 0.10  | 0.096   | 3/6 (50)                      | 1/6 (17)  |
|              | <i>Clostridium2</i>                       | 0.37 ± 0.16  | 0.07 ± 0.06  | 0.073   | 3/6 (50)                      | 1/6 (17)  |
|              | <i>Unclassified f_Pirellulaceae</i>       | 0.32 ± 0.13  | 0.07 ± 0.06  | 0.080   | 3/6 (50)                      | 1/6 (17)  |
|              | <i>Unclassified f_Synergistaceae</i>      | 0.26 ± 0.11  | 0.04 ± 0.04  | 0.071   | 3/6 (50)                      | 1/6 (17)  |
|              | <i>Unclassified f_Victivallaceae</i>      | 0.26 ± 0.11  | 0.05 ± 0.04  | 0.071   | 3/6 (50)                      | 1/6 (17)  |
|              | <i>p-75-a5</i>                            | 0.23 ± 0.11  | 0.02 ± 0.02  | 0.073   | 3/6 (50)                      | 1/6 (17)  |
|              | <i>Unclassified f_Christensenellaceae</i> | 0.22 ± 0.08  | 0.08 ± 0.02  | 0.084   | 3/6 (50)                      | 6/6 (100) |
|              | <i>Unclassified f_F16</i>                 | 0.20 ± 0.09  | 0.04 ± 0.04  | 0.093   | 3/6 (50)                      | 1/6 (17)  |
|              | <i>Fusobacterium</i>                      | 0.18 ± 0.08  | 0.03 ± 0.03  | 0.079   | 3/6 (50)                      | 1/6 (17)  |
|              | <i>Epulopiscium</i>                       | 0.18 ± 0.08  | 0.03 ± 0.03  | 0.072   | 3/6 (50)                      | 1/6 (17)  |
|              | <i>Unclassified f_[Cerasiococcaceae]</i>  | 0.18 ± 0.08  | 0.04 ± 0.03  | 0.098   | 3/6 (50)                      | 1/6 (17)  |

**Table S2. (Continued)**

| Change vs RS | Genus                                         | Abundant (%) |             | P-value | Frequency (Present/Total (%)) |          |
|--------------|-----------------------------------------------|--------------|-------------|---------|-------------------------------|----------|
|              |                                               | RS           | RT          |         | RS                            | RT       |
| Decrease     | <i>BF311</i>                                  | 0.15 ± 0.07  | 0.03 ± 0.03 | 0.097   | 3/6 (50)                      | 1/6 (17) |
|              | <i>Fibrobacter</i>                            | 0.14 ± 0.06  | 0.03 ± 0.03 | 0.096   | 3/6 (50)                      | 1/6 (17) |
|              | Unclassified f_ <i>[Tissierellaceae]</i>      | 0.12 ± 0.05  | 0.01 ± 0.01 | 0.054   | 3/6 (50)                      | 1/6 (17) |
|              | Unclassified f_ <i>Coriobacteriaceae</i>      | 0.11 ± 0.05  | 0.00 ± 0.01 | 0.069   | 3/6 (50)                      | 1/6 (17) |
|              | Unclassified o_Y52                            | 0.10 ± 0.05  | 0.02 ± 0.01 | 0.079   | 3/6 (50)                      | 1/6 (17) |
|              | <i>Anaerofilum</i>                            | 0.08 ± 0.03  | 0.01 ± 0.01 | 0.064   | 3/6 (50)                      | 1/6 (17) |
|              | Unclassified c_ <i>Opitutae</i>               | 0.07 ± 0.04  | 0.01 ± 0.01 | 0.095   | 3/6 (50)                      | 1/6 (17) |
|              | <i>Lachnobacterium</i>                        | 0.07 ± 0.03  | 0.01 ± 0.01 | 0.073   | 3/6 (50)                      | 1/6 (17) |
|              | <i>Citrobacter</i>                            | 0.07 ± 0.03  | 0.01 ± 0.01 | 0.081   | 6/6 (100)                     | 1/6 (17) |
|              | <i>Pseudoramibacter_Eubacterium</i>           | 0.05 ± 0.02  | 0.01 ± 0.01 | 0.079   | 3/6 (50)                      | 1/6 (17) |
|              | <i>Sedimentibacter</i>                        | 0.05 ± 0.02  | 0.01 ± 0.01 | 0.063   | 2/6 (33)                      | 1/6 (17) |
|              | <i>Pseudobutyrvibrio</i>                      | 0.05 ± 0.03  | 0.00 ± 0.00 | 0.095   | 2/6 (33)                      | 0/6 (0)  |
|              | <i>Methanobrevibacter</i>                     | 0.05 ± 0.02  | 0.00 ± 0.00 | 0.056   | 2/6 (33)                      | 1/6 (17) |
|              | <i>Anaerovibrio</i>                           | 0.03 ± 0.01  | 0.00 ± 0.00 | 0.065   | 2/6 (33)                      | 1/6 (17) |
|              | <i>Morganella</i>                             | 0.03 ± 0.01  | 0.00 ± 0.00 | 0.054   | 2/6 (33)                      | 0/6 (0)  |
|              | Unclassified o_PL-11B10                       | 0.02 ± 0.01  | 0.00 ± 0.00 | 0.069   | 2/6 (33)                      | 1/6 (17) |
|              | <i>RFN20</i>                                  | 0.02 ± 0.01  | 0.00 ± 0.00 | 0.093   | 2/6 (33)                      | 0/6 (0)  |
|              | Unclassified f_R4-45B                         | 0.01 ± 0.01  | 0.00 ± 0.00 | 0.088   | 3/6 (50)                      | 0/6 (0)  |
|              | Unclassified p_ <i>Proteobacteria</i>         | 0.01 ± 0.01  | 0.00 ± 0.00 | 0.090   | 2/6 (33)                      | 0/6 (0)  |
|              | Unclassified o_RF32                           | 0.01 ± 0.00  | 0.00 ± 0.00 | 0.043   | 2/6 (33)                      | 0/6 (0)  |
|              | Unclassified f_ <i>Dehalobacteriaceae</i>     | 0.01 ± 0.01  | 0.00 ± 0.00 | 0.098   | 3/6 (50)                      | 0/6 (0)  |
|              | Unclassified f_ <i>Pseudoalteromonadaceae</i> | 0.01 ± 0.01  | 0.00 ± 0.00 | 0.088   | 3/6 (50)                      | 0/6 (0)  |
|              | <i>Anaerostipes</i>                           | 0.01 ± 0.00  | 0.00 ± 0.00 | 0.087   | 3/6 (50)                      | 0/6 (0)  |
|              | <i>Caloramator</i>                            | 0.01 ± 0.00  | 0.00 ± 0.00 | 0.087   | 3/6 (50)                      | 0/6 (0)  |
|              | Unclassified o_PeHg47                         | 0.01 ± 0.00  | 0.00 ± 0.00 | 0.089   | 2/6 (33)                      | 0/6 (0)  |
|              | Unclassified f_RF16                           | 0.01 ± 0.00  | 0.00 ± 0.00 | 0.089   | 3/6 (50)                      | 0/6 (0)  |

The relative abundance of microbiota genera that altered ( $p < 0.1$ ) between sedentary and trained recipients at 1 week after FMT. RS; recipient from sedentary donor, RT; recipient from trained donor. The results of abundant are presented as the mean ± standard error, with  $n = 6$ .

**Table S3. Differences in gut microbiota between recipient mice at 8 w after fecal microbiota transplantation, Related to Figure 1.**

| Change vs RS | Genus                                              | Abundant (%) |              | P-value | Frequency (Present/Total (%)) |           |
|--------------|----------------------------------------------------|--------------|--------------|---------|-------------------------------|-----------|
|              |                                                    | RS           | RT           |         | RS                            | RT        |
| Increase     | Unclassified f_ <i>Lachnospiraceae</i>             | 6.10 ± 1.33  | 9.48 ± 1.34  | 0.059   | 8/8 (100)                     | 8/8 (100) |
|              | Unclassified f_ <i>Desulfovibrionaceae</i>         | 3.45 ± 0.99  | 6.58 ± 1.38  | 0.037   | 8/8 (100)                     | 8/8 (100) |
|              | f_ <i>Lachnospiraceae</i> g_ <i>[Ruminococcus]</i> | 2.56 ± 0.39  | 6.38 ± 1.18  | 0.010   | 8/8 (100)                     | 8/8 (100) |
|              | <i>Ruminococcus</i>                                | 0.79 ± 0.20  | 1.50 ± 0.17  | 0.012   | 8/8 (100)                     | 8/8 (100) |
|              | <i>Mucispirillum</i>                               | 0.48 ± 0.19  | 3.05 ± 0.91  | 0.017   | 8/8 (100)                     | 8/8 (100) |
|              | <i>Coprococcus</i>                                 | 0.23 ± 0.06  | 0.42 ± 0.06  | 0.029   | 4/8 (50)                      | 8/8 (100) |
|              | <i>Desulfovibrio</i>                               | 0.18 ± 0.03  | 0.41 ± 0.07  | 0.011   | 8/8 (100)                     | 8/8 (100) |
|              | <i>Roseburia</i>                                   | 0.17 ± 0.10  | 0.85 ± 0.34  | 0.054   | 8/8 (100)                     | 6/8 (75)  |
|              | <i>Bifidophila</i>                                 | 0.03 ± 0.01  | 0.09 ± 0.03  | 0.042   | 6/8 (75)                      | 7/8 (88)  |
|              | Unclassified f_ <i>Erysipelotrichaceae</i>         | 0.02 ± 0.01  | 4.06 ± 0.02  | 0.031   | 4/8 (50)                      | 6/8 (75)  |
|              | Unclassified c_ <i>Clostridia</i>                  | 0.00 ± 0.00  | 0.00 ± 0.00  | 0.066   | 1/8 (13)                      | 4/8 (50)  |
| Decrease     | Unclassified f_ <i>S24-7</i>                       | 15.36 ± 1.59 | 11.87 ± 1.58 | 0.084   | 8/8 (100)                     | 8/8 (100) |
|              | <i>Allobaculum</i>                                 | 11.21 ± 4.17 | 4.68 ± 1.34  | 0.099   | 8/8 (100)                     | 7/8 (88)  |
|              | <i>Bifidobacterium</i>                             | 1.54 ± 0.70  | 0.35 ± 0.13  | 0.081   | 8/8 (100)                     | 5/8 (63)  |
|              | Unclassified f_ <i>Enterobacteriaceae</i>          | 0.46 ± 0.19  | 0.05 ± 0.02  | 0.048   | 6/8 (75)                      | 4/8 (50)  |
|              | <i>Clostridium</i>                                 | 0.29 ± 0.09  | 0.07 ± 0.05  | 0.040   | 8/8 (100)                     | 4/8 (50)  |
|              | <i>Blautia</i>                                     | 0.15 ± 0.09  | 0.01 ± 0.01  | 0.099   | 6/8 (75)                      | 1/8 (13)  |
|              | Unclassified f_ <i>Aerococcaceae</i>               | 0.01 ± 0.01  | 0.00 ± 0.00  | 0.099   | 3/8 (38)                      | 0/8 (0)   |

The relative abundance of microbiota genera that altered ( $p < 0.1$ ) between sedentary and trained recipients at 8 week after FMT. RS; recipient from sedentary donor, RT; recipient from trained donor. The results of abundant are presented as the mean ± standard error, with  $n = 8$ .

**Table S4. Plasma metabolome profile of recipient mice, Related to Figure 2.**

| Compound                                               | <i>m/z</i> | MT/RT | RS      | RT      | RT vs RS<br>(Ratio) |
|--------------------------------------------------------|------------|-------|---------|---------|---------------------|
| Cholic acid                                            | 407.3      | 6.9   | 1.3E-04 | 3.6E-04 | 2.82                |
| 1-Methylnicotinamide                                   | 137.1      | 6.8   | 8.0E-05 | 1.9E-04 | 2.39                |
| 3-Indoxylsulfuric acid                                 | 212.0      | 9.7   | 3.8E-04 | 8.5E-04 | 2.21                |
| Phosphocreatine                                        | 210.0      | 12.4  | 2.3E-04 | 4.8E-04 | 2.10                |
| Adenosine                                              | 268.1      | 9.0   | 2.4E-05 | 4.4E-05 | 1.89                |
| 1 <i>H</i> -Imidazole-4-propionic acid                 | 141.1      | 7.4   | 8.3E-05 | 1.5E-04 | 1.87                |
| 4-Methyl-2-oxovaleric acid                             | 129.1      | 9.7   | 2.3E-03 | 4.1E-03 | 1.79                |
| 3-Methyl-2-oxovaleric acid                             |            |       |         |         |                     |
| 2-Oxohexanoic acid                                     |            |       |         |         |                     |
| <i>N</i> -( <i>o</i> -Toluoyl)glycine                  | 192.1      | 8.3   | 2.8E-04 | 5.1E-04 | 1.79                |
| Phenaceturic acid                                      |            |       |         |         |                     |
| Isobutyrylcarnitine                                    | 232.2      | 8.7   | 2.5E-04 | 4.3E-04 | 1.76                |
| S-Sulfocysteine                                        | 200.0      | 11.3  | 5.0E-04 | 8.7E-04 | 1.74                |
| 4-Oxopyrrolidine-2-carboxylic acid                     | 130.0      | 9.9   | 1.3E-04 | 2.3E-04 | 1.69                |
| Trimethylamine <i>N</i> -oxide                         | 76.1       | 6.1   | 3.7E-04 | 6.2E-04 | 1.67                |
| Glu                                                    | 148.1      | 9.9   | 1.1E-02 | 1.8E-02 | 1.59                |
| Homocarnosine                                          | 241.1      | 6.3   | 2.0E-05 | 3.1E-05 | 1.58                |
| Butyrylcarnitine                                       | 232.2      | 8.7   | 9.5E-04 | 1.5E-03 | 1.57                |
| Asp                                                    | 134.0      | 10.4  | 1.7E-03 | 2.7E-03 | 1.55                |
| Guanidoacetic acid                                     | 118.1      | 7.6   | 5.6E-04 | 8.5E-04 | 1.54                |
| 2-Oxoglutaric acid                                     | 145.0      | 21.8  | 3.9E-03 | 6.1E-03 | 1.54                |
| <i>N</i> <sup>1</sup> -Methyl-4-pyridone-5-carboxamide | 153.1      | 16.2  | 2.0E-04 | 3.0E-04 | 1.53                |
| Pyridoxal                                              | 168.1      | 8.0   | 7.0E-05 | 1.1E-04 | 1.52                |
| Galactosamine                                          | 180.1      | 8.5   | 1.2E-04 | 1.8E-04 | 1.51                |
| Glucosamine                                            |            |       |         |         |                     |
| 1-Methyl-4-imidazoleacetic acid                        | 141.1      | 7.6   | 6.8E-05 | 1.0E-04 | 1.50                |

The metabolites with 1.5-fold higher in recipients from trained donors than sedentary donors. RS; recipient from sedentary donor, RT; recipient from trained donor. Results are presented as the mean  $\pm$  standard error, with  $n = 3$ .

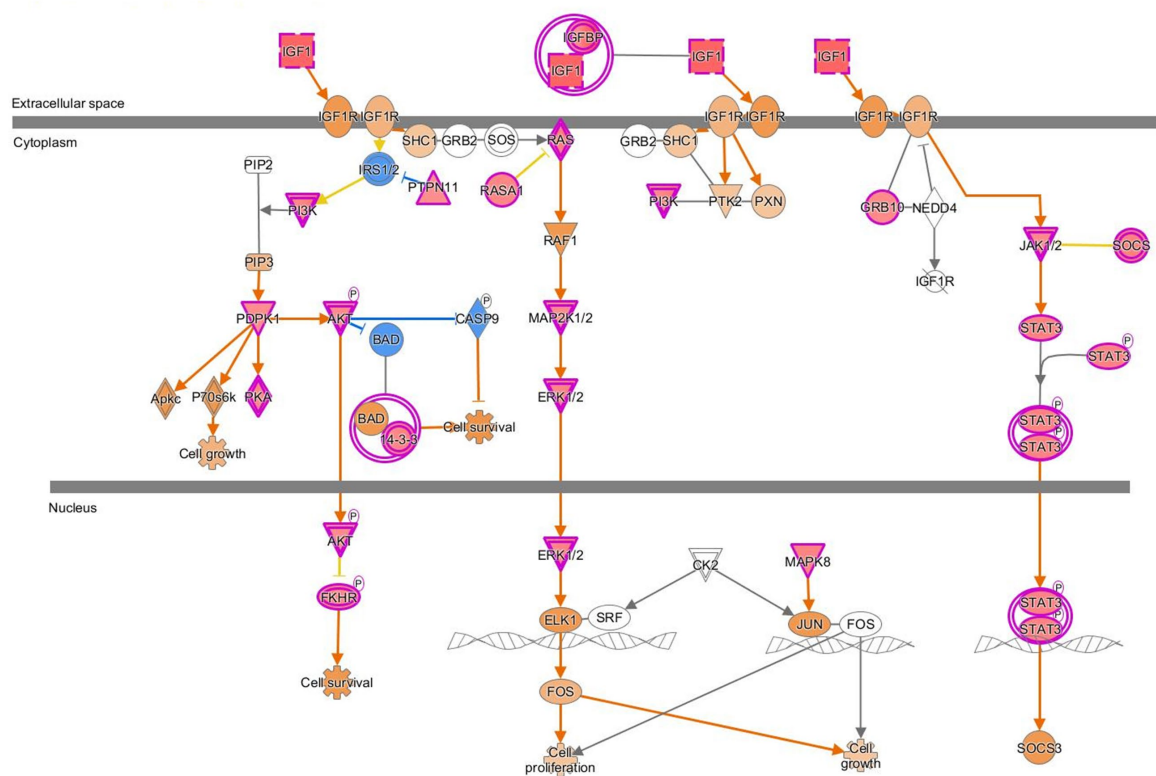

**Figure S2. Upregulation of IGF-1 signaling factors in skeletal muscle from recipient mice, Related to Figure 3.** Ingenuity canonical pathway analysis using transcriptome results revealed that the insulin growth factor (IGF-1) signaling was highly ranked in pathways activated by fecal microbiota transplantation from trained donors. The factors in red showed higher values in the RT mice than RS mice ( $p < 0.05$  and false discovery rate  $< 0.1$ ). The factors in blue show predicted downregulation in the RT mice than RS mice. Color intensity of them shows the degree of regulation. The orange lines between factors show “leads to activation” and the blue lines between factors showed “leads to inhibition”. The factors in vertical circle, transmembrane receptor; horizontal circle, transcriptional regulator; circle, complex/group/other; triangle, phosphatase; reverse triangle, kinase; diamond, enzyme.

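Of the factors drawn singly in red in Figure S2, 12 were measured here, and 9 of them were higher in RT while Jak2, Map2k2 and Foxo1 did not pass (10 higher when adjusted over the list alone). The study chose the factors on these mice, so the count is not independent evidence of a direction. Stat3, a transcription factor activated by cytokine receptors, had a log2 signal of 6.92 ± 0.12 (SD, n = 6) in RS and 7.24 ± 0.07 (SD, n = 6) in RT, a rise of 0.32 (standard error 0.08, adjusted p = 0.0134 from limma), and its upstream kinase gene Jak1 rose by 0.28 (standard error 0.08, adjusted p = 0.0317). Ptpn11, the gene of the phosphatase SHP2, rose by 0.25, and Mapk8, the gene of JNK1, rose by 0.33. Grb10, an adaptor that inhibits insulin and IGF-1 receptor signaling, rose by 0.22 (adjusted p = 0.0811). Jak2 had a log2 change of 0.15 (adjusted p = 0.238), Map2k2, the gene of MEK2, of 0.14 (adjusted p = 0.378), and Foxo1, a transcription factor restrained by insulin signaling, of 0.21 (adjusted p = 0.141). The median over the 12 factors was 0.24. Leaving out RS-4 and RS-6 left 4 factors higher. A further quantile normalization, cyclic loess and the spread covariate each left 2, and leaving out RT-6 alone left 3.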

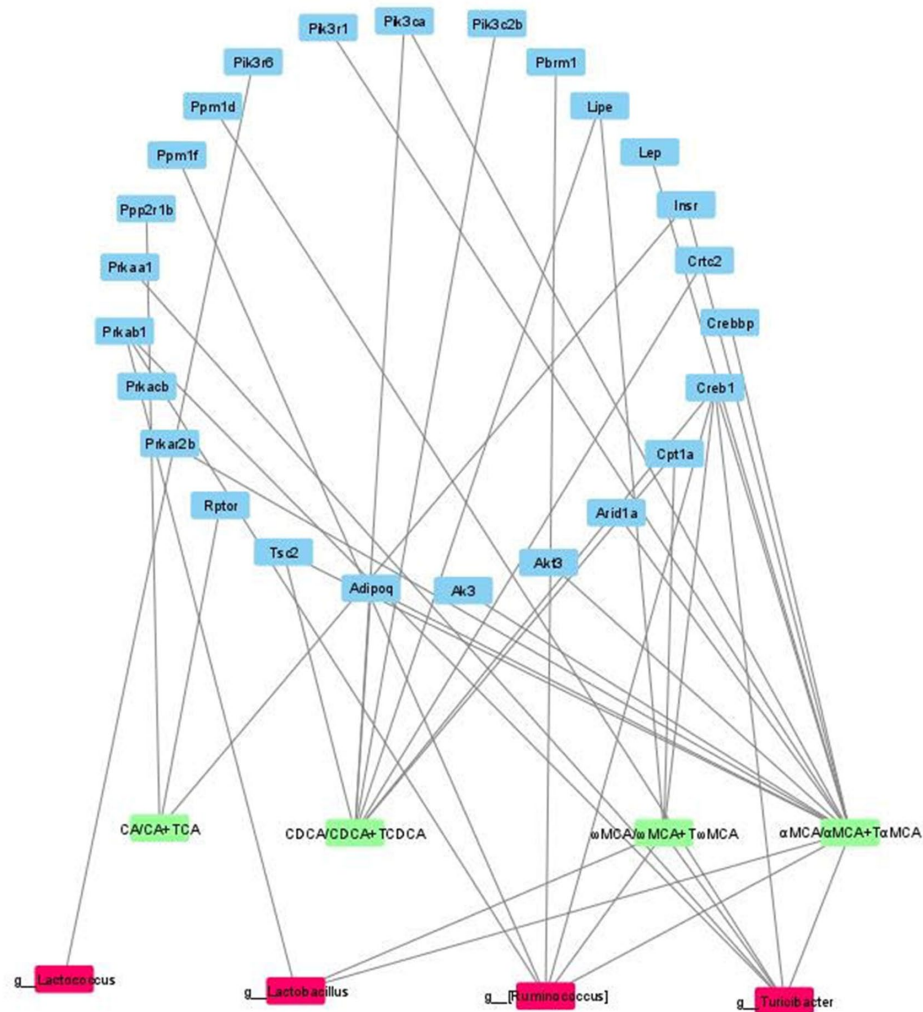

**Figure S3. Correlations between AMPK signaling, plasma bile acids (BAs), and intestinal microbiota, Related to Figure 3.** A network analysis of the transcriptome, plasma BAs, and the abundance of bacterial genera revealed that *Lactobacillus*, *Lactococcus*, [*Ruminococcus*], and *Turicibacter* affected AMPK signaling factors in the BA-dependent or independent routes. Spearman correlation coefficients with a minimal cutoff threshold of 0.6 ( $p < 0.05$ , false discovery rate corrected) were calculated. Factors with blue represent AMPK signaling genes. Factors in green represent deconjugated ratio of bile acids, CA; cholic acid, CDCA; chenodeoxycholic acid, MCA; murichoric acid. Factors in red indicate microbiota genera.

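Of the genes of AMPK signaling in Figure S3, 24 were measured here, and 22 were higher in RT while Pik3c2b and Rptor did not pass (24 higher when adjusted over the list alone). The study chose the genes on these mice, so the count is not independent evidence of a direction. Ak3, a mitochondrial adenylate kinase, had a log2 signal of 7.08 ± 0.28 (SD, n = 6) in RS and 7.64 ± 0.13 (SD, n = 6) in RT, a rise of 0.56 (standard error 0.12, adjusted p = 0.00694 from limma). Pbrm1, a subunit of a chromatin remodeling complex, rose by 0.52 (standard error 0.11, adjusted p = 0.00715), with 2 of its 3 transcript clusters called. Pik3r1, the regulatory subunit p85α of PI3-kinase, rose by 0.45 (standard error 0.11, adjusted p = 0.0140), and Crtc2, a coactivator of CREB, by 0.35 (standard error 0.08, adjusted p = 0.00876). Cpt1a, which carries fatty acids toward oxidation, rose by 0.27 (adjusted p = 0.0489), and Tsc2, an inhibitor of mTOR signaling, by 0.25 (adjusted p = 0.0272). Rptor, the gene of raptor in mTOR complex 1, had a log2 change of 0.21 and Pik3c2b of 0.19 (adjusted p = 0.115 each). Adipoq, Lep and Lipe of this list are also fat cell markers. Lep, the gene of leptin, rose by 0.48 (standard error 0.18, adjusted p = 0.0857) and Lipe, the gene of hormone-sensitive lipase, by 0.32 (adjusted p = 0.0647). The median over the 24 genes was 0.28. Leaving out RS-4 and RS-6 left 12 genes higher, a further quantile normalization left 10, cyclic loess 11 and the spread covariate 5. Leaving out RS-6 alone or RT-6 alone left 14.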

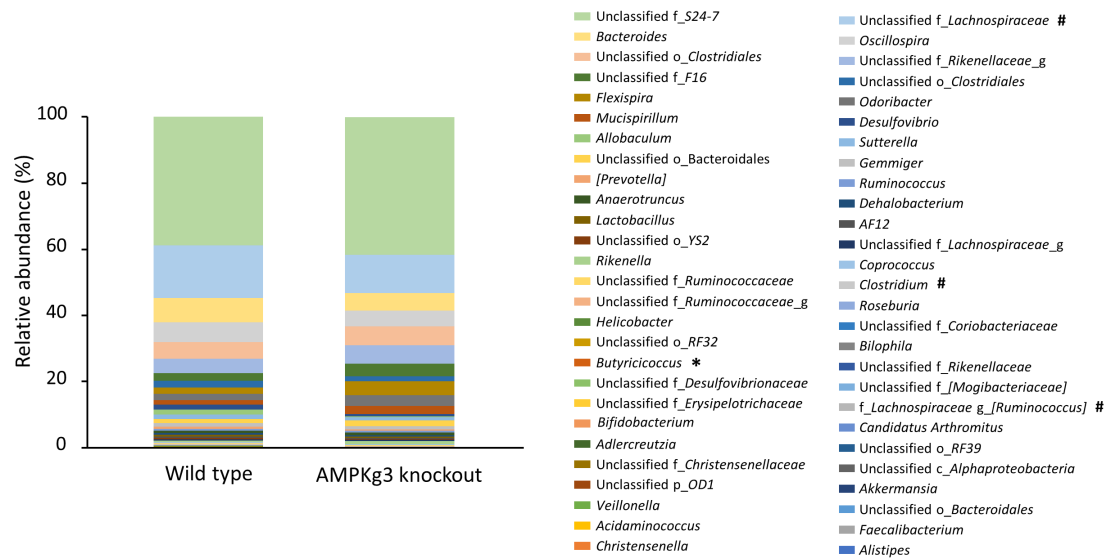

**Figure S4. Microbiota profile in wild-type and AMPK $\gamma$ 3 knockout mice, Related to Figure 3.** Difference of genera abundance profile in wild-type and AMPK $\gamma$ 3 knockout mice ( $n = 3$ ). # $p < 0.1$  and \* $p < 0.05$ , genera decreased in AMPK $\gamma$ 3 knockout mice compared to that in wild-type mice.

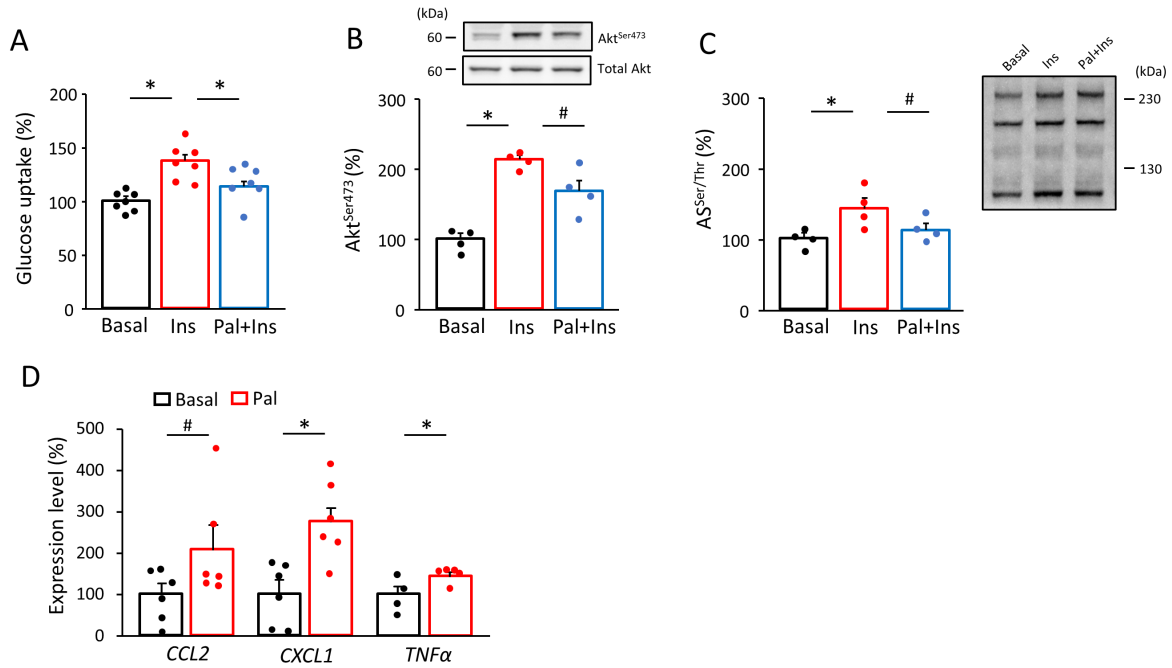

**Figure S5. The responses of insulin signaling and inflammatory factors to palmitic acid in cultured myotubes, Related to Figure 4.** Glucose uptake (A), Akt<sup>Ser473</sup> (B) and AS<sup>Ser/Thr</sup> (C) phosphorylation with insulin (25 nM) for 15 min following with or without palmitic acid (200  $\mu$ M) for 24 h in C2C12 myotubes. mRNA levels of *CCL-2*, *CXCL-1*, and *TNF- $\alpha$*  (D) with or without palmitic acid for 24 h in myotubes. Ins; insulin, Pal; palmitic acid. # $p < 0.1$  and \* $p < 0.05$  between conditions. Results are presented as the mean  $\pm$  standard error, with  $n = 4-7$  per group.

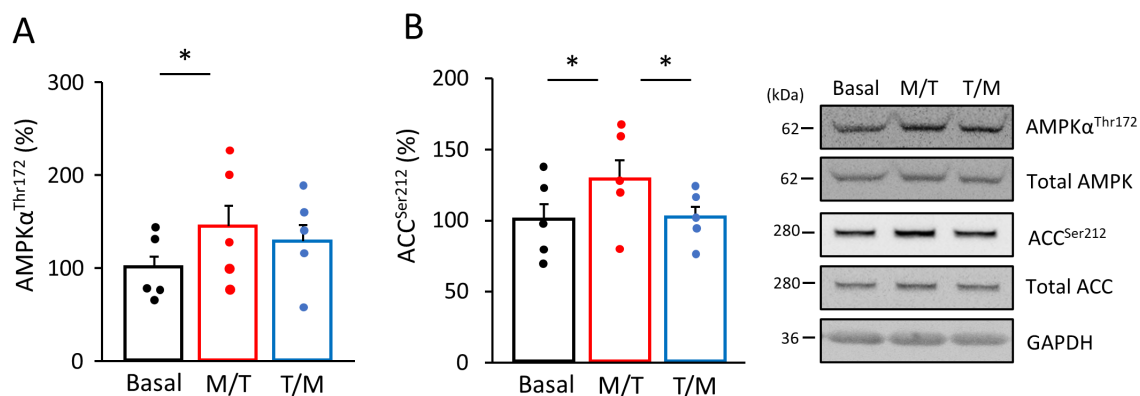

**Figure S6. Ratios of the different forms of BA modulate metabolic responses in cultured myotubes, Related to Figure 4.** AMPK $\alpha^{\text{Thr172}}$  (A) and ACC $\text{Ser212}$  (B) phosphorylation with or without palmitic acid (200  $\mu\text{M}$ ) in the high MCA and low TMCA (6.7 and 3.3 [ $\mu\text{M}$ ]) or low MCA and high TMCA (3.3 and 6.7 [ $\mu\text{M}$ ]) for 24 h in C2C12 myotubes. M/T; high MCA and low TMCA (6.7 and 3.3 [ $\mu\text{M}$ ]), T/M; low MCA and high TMCA (3.3 and 6.7 [ $\mu\text{M}$ ]). \* $p < 0.05$  between conditions. Results are presented as the mean  $\pm$  standard error, with  $n = 5$  per group.

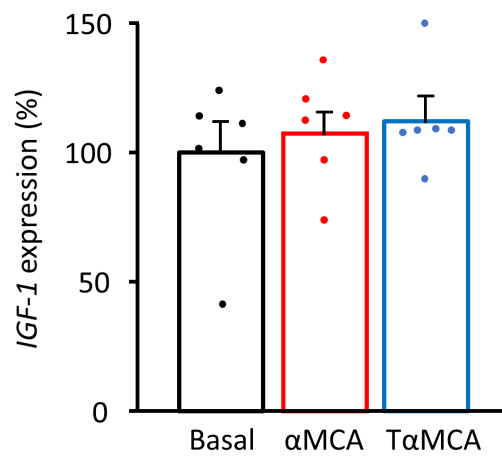

**Figure S7. Effect of free-form and tauro-conjugated BAs on IGF-1 response in cultured myotubes, Related to Figure 4.** *IGF-1* mRNA levels in the absence or presence of αMCA and TαMCA. Results are presented as the mean  $\pm$  standard error, with  $n = 6$ .

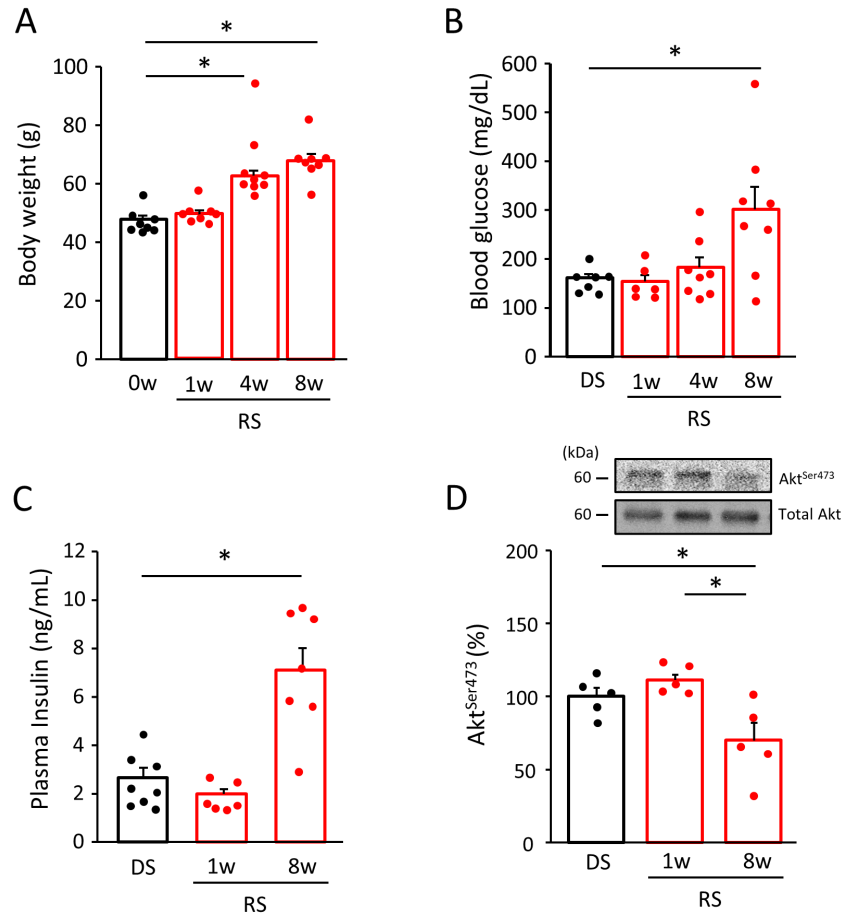

**Figure S8. Time-course changes of metabolic parameters in HFD-fed mice, Related to Figure 5.** Body weight (A), blood glucose (B), and plasma insulin (C) in recipient mice fed with HFD. Akt<sup>Ser473</sup> phosphorylation in gastrocnemius muscle (D) in RS mice fed with HFD or DS mice fed with normal chow. RS; recipient from sedentary donor, RT; recipient from trained donor. \* $p < 0.05$  between groups. Results are presented as the mean  $\pm$  standard error, with  $n = 5-8$  per group.

How the deposited data were processed for this re-analysis (not part of the article)

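The values come from 12 Affymetrix Mouse Gene 1.0 ST arrays, 1 per mouse, of gastrocnemius muscle from 6 recipients from sedentary donors (RS) and 6 recipients from trained donors (RT) at week 1. The deposited matrix holds log2 signals of 28944 transcript clusters, which the authors normalized by RMA. Values between 0.53 and 13.67 and array medians near each other fit this unit. The matrix held 0 columns of other samples. Conditions and replicate numbers were taken from the sample labels alone.

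Transcript clusters were joined to gene symbols through the annotation given with the matrix: 21789 carried 1 symbol, 1621 several and 5534 none. The 19938 genes with a transcript cluster of 1 symbol were eligible to be named, and transcript clusters with several symbols or none were counted but not named. Of the transcript clusters, 21698 were matched by gene identifier to a gene table of the mouse reference, used for gene class only, and 0 symbols changed. No genome build is named for the array values, so no coordinates are given. Some listed genes have no transcript cluster with a single symbol and were not analysed here. Values on all arrays were identical to those of another transcript cluster in 701 transcript clusters, which leaves 28468 distinct ones.

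RT was compared with RS by lmFit and eBayes of limma 3.58.1 in R 4.3.3, with no covariate, two-sided, over all transcript clusters. A transcript cluster was called at an unadjusted p under 0.05 and a Benjamini-Hochberg adjusted p under 0.1. Every adjusted p of a single gene in the text is from limma. Where a gene had several transcript clusters, the one with the highest mean signal stood for it. Single genes were also compared by an exact permutation test of the difference of means over all 924 splits of 6 against 6, two-sided, whose smallest p is 0.00216. The same-number RS and RT arrays were not paired: the correlation of arrays with the same replicate number after removing group means lay between −0.24 and 0.11, and 0 mice were closest to the mouse with their own number.

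Gene lists for 18 pathways and 12 cell types, from textbook knowledge, were fixed beforehand, as were 5 lists of genes that the study names. The pathway lists are AMPK, IGF-1 and insulin signaling, glycolysis, the TCA cycle, fatty acid oxidation, lipid and glycerol synthesis, complex I, complexes III to V, metabolic transcription factors, myokines, inflammatory genes, bile acid receptors, calcium handling, ribosomal proteins, proteasome and atrophy, circadian clock, immediate early genes and interferon-stimulated genes. The cell type lists are slow-twitch and fast-twitch fibers, adipocytes, macrophages, lymphocytes, neutrophils and mast cells, endothelial cells, fibroblasts and matrix, Schwann cells, satellite cells, erythrocytes, and tendon and cartilage. Each list was tested against all other genes by camera of limma with a preset correlation of 0.01, adjusted over the 30 lists and called at an adjusted p under 0.05. The same test with an estimated correlation, and fry, which asks whether a list moves on balance in 1 direction without comparing it with other genes, were run beside it.

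The genes named in the text follow a rule fixed at the same time: every gene the study names for muscle, the 10 largest rises and 10 largest falls among called transcript clusters with 1 symbol whose RS and RT values do not overlap, and up to 2 genes per direction and list with the largest called change. Other members of the lists are named as examples after their values were seen, as are Kcnma1 and Cwc22. The rule by size also named Pon1, Myo9a, Slc35d3, Syndig1l, Hint2, Mir320, Gas5 and Tns1.

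Alternatives fixed with the design were a further quantile normalization, centering each array on its median, leaving out the dimmest 33.3% of transcript clusters, the methods' test, eBayes with a trend and robust, array weights, a block for the replicate number, leaving out each array in turn, other thresholds, transcript clusters with 1 symbol alone, the mean of all transcript clusters of a gene, an estimated correlation, and fry. Chosen after seeing the data were cyclic loess between arrays, the spread of each array as a covariate, leaving out both RS-4 and RS-6, counting identical transcript clusters once, values relative to Actb, the slow-twitch score without RT-6, the AMPK and IGF-1 lists without the genes of Figures 3G, S2 and S3, and small nucleolar and long noncoding RNAs against 10000 random sets of transcript clusters matched on mean signal. A test of an exchange of RS-1 and RT-5, also chosen then, called transcript clusters between the other 10 arrays by the same rule and counted in how many each of the 2 lay nearer the mean of its own group, with 1 more of the 10 left out in turn. Other splits were 100 of the 462 distinct splits of the 12 arrays into 6 and 6, drawn with a fixed seed. Lists were also set against 10000 random lists of genes matched on mean signal, and intervals of list medians are 95% bootstrap intervals over members from 10000 draws. Correlations between list scores within groups used 1e+05 permutations.

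The scripts were tested on simulated data: of 200 changed transcript clusters among 28944, 72% were called at a log2 change of 0.5 and 100% at 1, with 14 false calls among 186. Camera called a simulated list of 40 genes shifted by 0.3 and did not call an unshifted one. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, and limma's block used statmod 1.5.0. Signal and array number limit the precision, and no depth applies to array values.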

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

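The tests by cyclic loess, with the spread covariate, of lists without RS-4 and RS-6, of an exchange of RS-1 and RT-5, without the genes that the study chose, and by the Schwann cell list were chosen only after the result was seen.

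The number of transcript clusters that differed, 7209, was unusually large: among 100 splits of the 12 arrays into 6 and 6, only 1, the real one, gave as many, and the next highest count was 6991, in a split that exchanged RS-1 with RT-5, so random labels are an unlikely source. In the 9199 transcript clusters called between the other 10 mice, RT-5 lay nearer its own group in 69.5% (67.2% to 73.2% with 1 more mouse left out). RS-1 lay nearer its own in 38.5% (32.7% to 43.5%). An exchange of these 2 is therefore unlikely, while a wrong label of RS-1 alone stays open (without RS-1, 4573 were higher and 4806 lower). With 6 mice per group in the paper, such an error would need a second wrong label. RS-1 also lay outside the RT range on the second principal component. After cyclic loess 62.3% of the calls were kept, so a signal-dependent difference between arrays may account for part of them and not for all. Without RS-4 and RS-6 the median change of the called transcript clusters was 81.6% of that with all arrays, the lowest of all 15 pairs of RS mice (90.1% to 119% for the others), and 3440 were called (3189 to 10466), so these arrays may account for part of the change and not for all. The spread covariate kept 19.7% of the calls. Since spread also differs between the groups, array quality and donor training both stay open for the rest. Recipients shared cages and identical fecal samples, so cage or fecal sample could not be told apart from donor training. With the spread covariate the list median was 0.51 for macrophages (0.47 without it), 0.72 for tendon (0.80) and 0.23 for fat cells (0.25). These values argue against array spread as the whole source of those shifts. The medians of the matrix and endothelial lists fell to 0.36 and 0.25, and 8 lists turned direction against other genes.

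Markers of cell types other than muscle fibers were flagged as a signal in genes of which the study names only Adgre1 (F4/80, which it discusses as a macrophage marker), Sparc, Adipoq, Lep and Lipe: the median log2 change was 0.80 for Tendon and cartilage, 0.58 for Fibroblast and extracellular matrix, 0.47 for Macrophage and monocyte, 0.42 for Endothelial cell and pericyte and 0.25 for Adipocyte. Of 21 endothelial and pericyte genes, 13 were higher, among them Vwf (0.71) and Acta2 (0.82), and 8 did not pass (14 higher when adjusted over the list alone, camera adjusted p = 1.33e-07, adjusted p = 0.305 with an estimated correlation, 5.57e-09 to 0.305 over all alternatives, 8 higher without RS-4 and RS-6 and 5 with the spread covariate). A lower share of fiber RNA would raise all such lists. The 95% interval of the Schwann cell median ended at 0.14, below the lower end of the matrix list, 0.35. These intervals run over genes and leave out the spread between mice, so they do not exclude a lower fiber share. The Schwann median was 0.08 with the spread covariate and −0.01 without RS-4 and RS-6, against 0.36 and 0.445 for the matrix list. The lower of the matched-signal percentiles of the macrophage and matrix lists was 100, which is not what a signal-dependent difference alone would give. Connective tissue carried over into some muscles could not be decided: within groups tendon scores had r = 0.55 with macrophage scores (permutation p = 0.0526, adjusted over the 3 relations 0.138, rho 0.29), 0.51 with matrix scores (0.0920, adjusted 0.138, rho 0.20) and 0.39 with fat cell scores (0.205, adjusted 0.205, rho 0.55), and without RS-3 and RS-2 r was 0.26, −0.04 and 0.61. Above the median RS signal lay 25 of 25 matrix, 21 of 21 endothelial, 10 of 12 tendon, 14 of 21 fat cell and 13 of 24 macrophage genes, which does not tell fibers from other cells, and other lists hold 10 of the fat cell genes.

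The AMPK and IGF-1 list medians lay at percentiles 99.1 and 84.6 of random lists matched on signal, but without the members that Figures 3G, S2 and S3 hold, which the study chose on these mice, at 39.1 and 28.4. Of the members left out, 14 of 15 AMPK genes and 13 of 17 IGF-1 genes were higher. Leaving them out therefore lowers the medians whatever their source, and the lower percentiles decide nothing. With all members the AMPK median lay outside the chance range of the matched lists, which a signal-dependent difference alone would rarely give. The full list holds genes that the study chose on these mice, however, so its position is not free of that choice, and the source stays open. The IGF-1 median lay within the chance range, as a signal-dependent difference alone could give. Cyclic loess lowered the AMPK median from 0.19 to 0.07 (12 higher and 1 lower, adjusted p = 0.0238), so such a difference may account for part of it. Without Lipe, Adipoq and Lep, which the Adipocyte list also holds, the AMPK list kept its call (adjusted p = 5.82e-05, 46 genes, 18 higher and 2 lower), so those genes alone are an unlikely source. The full AMPK list also kept its call without RS-4 and RS-6 (median 0.14, 12 higher and 0 lower, adjusted p = 1.97e-05) and with the spread covariate (median 0.14, 4 higher and 0 lower, adjusted p = 5.11e-04), but lost it with an estimated correlation (adjusted p = 0.164), and donor training, not tested apart from all these, stays open.

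Single mice far from the others of their group were flagged in 15 of 310 groups of 6, against 15.5 expected by chance, with 4 of the 15 in RT-6: Crebbp 8.59, Adipor2 8.28, Acaca 6.87 and Ifi27 6.76 in RT-6, Adipoq 3.02 and Ifi27 6.41 in RS-2, Pik3r6 5.11 and Prkar2b 4.01 in RS-4, Lep 2.83 in RS-5, Ifit2 3.06 in RS-6, Kera 6.19 in RS-3, Rptor 6.61 in RT-2, Klf6 7.34 in RT-3, Myod1 6.78 in RT-4 and Bdnf 3.96 in RT-5.

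A Kcnma1 transcript cluster had the largest change of the array, a log2 rise of 6.63 (adjusted p = 0.00102 from limma) with values of 2.02 to 8.18 in RS and 7.61 to 12.49 in RT, while the other Kcnma1 transcript cluster changed by 0.11 (adjusted p = 0.430).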

How the results depend on the processing

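No test of this part was chosen only after its result was seen, apart from the alternatives marked so. Of 155 named genes, 130 were called, 69 of them under every alternative fixed with the design, and 9 of the 155 changed sign under at least 1, of which Tns1 alone was called. Of the 14 called lists, 0 kept their call under every such alternative, and 6 lost it with an estimated correlation alone. The 7 lists that kept direction and side of the threshold under every alternative fixed with the design were all uncalled. The number of arrays and dim signals limit what can be called. With each array centered on its median, 5883 transcript clusters were higher and 2414 were lower. A call was gained at an adjusted p of 0.0483 (complexes III, IV and V), 0.0331 (slow-twitch fiber). The log2 change turned to 0.038 (Tnf), 0.030 (Cox4i1). With only transcript clusters of 1 symbol, 2357 were lower. With array spread as a covariate (chosen after seeing the data), 732 transcript clusters were higher and 888 were lower and 9 lists were called and 0 of the Figure 4D transcripts passed. The threshold was no longer passed at an adjusted p of 0.430 (transcription factors), 0.502 (calcium/calmodulin signaling and calcium handling). A direction turned against other genes came with an adjusted p of 0.421 (glycolysis), 0.530 (TCA cycle), 0.704 (fatty acid oxidation), 3.25e-05 (complex I), 0.0511 (complexes III, IV and V), 0.496 (ribosomal proteins), 0.739 (proteasome), 0.667 (fast-twitch fiber). Signs of log2 changes turned at 0.25 (Tnf), −0.018 (Il1b), 0.028 (Ccl2), −0.0099 (Camk2a), −0.020 (Camk2g), −0.10 (Prkcq), 0.047 (Gpbar1). Without RS-4 and RS-6 (chosen after seeing the data), 1649 transcript clusters were higher and 1791 were lower and 9 lists were called. Lists that lost their call had an adjusted p of 0.583 (TCA cycle), 0.536 (fatty acid oxidation), 0.0870 (transcription factors), 0.225 (calcium/calmodulin signaling and calcium handling), 0.757 (ribosomal proteins), 0.225 (proteasome). Camera's direction against other genes turned in lists with an adjusted p of 0.0137 (complex I), 0.536 (complexes III, IV and V), 0.954 (fast-twitch fiber). The log2 change turned to 0.14 (Tnf), −0.057 (Il1b), −0.037 (Prkcq). At an adjusted p under 0.05, 2092 transcript clusters were higher and 2307 were lower. After a further quantile normalization, 8 lists were called. The threshold was no longer passed at an adjusted p of 0.118 (IGF-1), 0.155 (TCA cycle), 0.251 (fatty acid oxidation), 0.556 (transcription factors), 0.241 (calcium/calmodulin signaling and calcium handling), 0.761 (ribosomal proteins), 0.158 (proteasome). The threshold was now passed at an adjusted p of 0.0102 (immediate early and stress genes). A direction turned against other genes came with an adjusted p of 0.152 (complex I), 0.953 (circadian clock). Signs of log2 changes turned at −0.015 (Irs1), 0.082 (Tnf), 0.017 (Ccl2), −0.047 (Camk2a), −0.038 (Prkcq), −0.059 (Mtor). Without the dimmest 33.3% of transcript clusters, 9 lists were called and 2 of the Figure 4D transcripts passed. Lists that lost their call had an adjusted p of 0.0779 (TCA cycle), 0.0929 (fatty acid oxidation), 0.0929 (transcription factors), 0.0929 (calcium/calmodulin signaling and calcium handling), 0.219 (ribosomal proteins). Camera's direction against other genes turned in lists with an adjusted p of 0.771 (complex I), 0.703 (inflammatory genes). With an estimated correlation, 0 lists were called. Calls were lost by lists at an adjusted p of 0.164 (AMPK), 0.252 (IGF-1), 0.637 (TCA cycle), 0.633 (fatty acid oxidation), 0.164 (lipid), 0.439 (transcription factors), 0.599 (calcium/calmodulin signaling and calcium handling), 0.683 (ribosomal proteins), 0.633 (proteasome), 0.595 (adipocyte), 0.164 (macrophage and monocyte), 0.305 (endothelial cell and pericyte), 0.305 (fibroblast and extracellular matrix), 0.305 (tendon and cartilage). After cyclic loess (chosen after seeing the data), the threshold was no longer passed at an adjusted p of 0.155 (IGF-1), 0.545 (TCA cycle), 0.617 (fatty acid oxidation), 0.620 (transcription factors), 0.617 (calcium/calmodulin signaling and calcium handling), 0.638 (proteasome). The threshold was now passed at an adjusted p of 0.0457 (inflammatory genes), 0.0101 (immediate early and stress genes), 0.0354 (slow-twitch fiber). A direction turned against other genes came with an adjusted p of 0.00795 (complex I), 0.617 (complexes III, IV and V), 0.617 (ribosomal proteins), 0.819 (circadian clock), 0.663 (fast-twitch fiber). Signs of log2 changes turned at −0.019 (Irs1), −0.0056 (Map2k2), 0.082 (Tnf), 0.020 (Ccl2), −0.025 (Acacb), −0.053 (Camk2a), −0.074 (Prkcq), −0.058 (Mtor). With array weights, lists that lost their call had an adjusted p of 0.0732 (TCA cycle), 0.0892 (fatty acid oxidation), 0.0636 (ribosomal proteins). A call was gained at an adjusted p of 0.0266 (immediate early and stress genes). Camera's direction against other genes turned in lists with an adjusted p of 0.410 (complex I). The log2 change turned to 0.033 (Tnf), −0.053 (Il1b). By fry, calls were lost by lists at an adjusted p of 0.158 (TCA cycle), 0.177 (fatty acid oxidation), 0.0692 (calcium/calmodulin signaling and calcium handling), 0.177 (ribosomal proteins), 0.138 (proteasome). Lists gained a call at an adjusted p of 0.00719 (myokines), 0.0467 (inflammatory genes), 0.0467 (circadian clock), 0.0425 (erythrocyte). With a replicate block, the threshold was now passed at an adjusted p of 0.0453 (complexes III, IV and V), 0.0486 (immediate early and stress genes). With the mean of all transcript clusters of a gene, 2 of the Figure 4D transcripts passed. Lists that lost their call had an adjusted p of 0.0523 (calcium/calmodulin signaling and calcium handling), 0.0918 (ribosomal proteins). The log2 change turned to 0.0042 (Tns1). Relative to Actb (chosen after seeing the data), 4 of the Figure 4D transcripts passed. Among genes, the sign turned at −0.42 (Il1b), −0.25 (Tlr4). With 1 mouse left out at a time, values ran from 0.0136 to 0.386 (Glycolysis and glycogen metabolism), 0.000968 to 0.0618 (Tricarboxylic acid cycle and pyruvate dehydrogenase), 0.00101 to 0.0698 (Fatty acid uptake and oxidation), 0.284 to 0.915 (Respiratory chain complex I), 0.0100 to 0.388 (Respiratory chain complexes III, IV and V), 0.00915 to 0.0974 (Calcium/calmodulin signaling and calcium handling), 0.00291 to 0.199 (Cytosolic ribosomal proteins), 0.0284 to 0.498 (Immediate early and stress genes), 0.0117 to 0.692 (Slow-twitch fiber), 0.00351 to 0.0541 (Adipocyte), 1 to 2 (Figure 4D transcripts passing), −0.13 to 0.057 (Tnf), −0.062 to 0.056 (Il1b), −0.0020 to 0.13 (Prkcq). The cause was not tested.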

Differences from the paper's values

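No comparison of this part was chosen only after the result was seen, apart from the scale relative to Actb and the spread covariate.

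Relative to Actb, a scale chosen after seeing the values, the F4/80 transcript Adgre1 in RT was 101% of RS on the arrays, where the paper shows about 63% (Fig. 4D, read by eye). A value was taken to differ when it lay further from the paper's than the SD between mice and was also more than 1.5 times apart. Adgre1 differed under every alternative set before the data were examined (94.9% to 107%). Several of these, such as centering each array, cannot change a value relative to Actb and gave the same 101%. The lowest value, 94.9% without RS-1, lay close to the bound of 1.5 times a value read by eye. The other 5 transcripts of Figure 4D did not differ by the same rule: Ccl2 was 69.8% (about 70%), Tnf 72.6% (about 67%), Il1b 74.7% (about 95%), Tlr4 83.9% (about 77%) and Cxcl1 62.6% (about 73%, all Fig. 4D, read by eye), on a scale that the rise of Actb lowers for every transcript. Of these, Il1b and Cxcl1 lay further from the paper's value than their SD (9.85% and 8.20%), but were not 1.5 times apart. The paper describes the F4/80 transcript as lower in RT, at a level that its methods class as a trend. On the log2 scale Adgre1 was higher (0.44, adjusted p = 0.0232 from limma). This call was lost with the spread covariate, chosen after seeing the data (0.42, adjusted p = 0.143). The array and the real-time PCR are separate assays.

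The paper describes Ccl2 as lower in RT at week 1 in both transcript and protein, and the arrays bear on the transcript alone. The log2 change of Ccl2 on the arrays was −0.09 and did not pass (adjusted p = 0.552 from limma). It passed relative to Actb, chosen after seeing the values (−0.52, adjusted p = 0.0125), a scale on which Adgre1, which the paper also describes as lower, did not pass. Most of that difference is the log2 rise of Actb itself, 0.43. The call of Actb was lost with the spread covariate (adjusted p = 0.189 from limma), and its rise was as low as 0.23 over all alternatives.

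The legend of Figure S2 states that the factors in red were higher in RT. Of the 12 measured here 9 were called, and Jak2, Map2k2 and Foxo1 were not. With each array centered on its median Jak2 (0.22, adjusted p = 0.0890 from limma) and Foxo1 (0.29, adjusted p = 0.0468) were called, and Map2k2 was called under no alternative.

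In Figure S3, Pik3c2b and Rptor were not called here, against 22 of 24 that were. Pik3c2b was called with each array centered on its median (0.27, adjusted p = 0.0443 from limma), without the dimmest transcript clusters (adjusted p = 0.0847), by the methods' t-test (adjusted p = 0.0904), with array weights (adjusted p = 0.0949) and without RS-1 (adjusted p = 0.0650). Rptor was called with centering (0.28, adjusted p = 0.0550), without the dimmest transcript clusters (adjusted p = 0.0865) and without RS-1 (adjusted p = 0.0467). In Figure 3G, Irs1 by its brighter transcript cluster was called under no alternative, against 14 of 15 that were, while its other transcript cluster was called higher (0.26, adjusted p = 0.0704).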

Other observations

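The tests of this part were fixed before their results were seen, except that the matched sets of RNA classes, Trdn, Cwc22, the genes named as examples, the slow-twitch score without RT-6, cyclic loess, the spread covariate and leaving out both RS-4 and RS-6 were chosen after.

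Slow-twitch fiber genes had a list median of −0.35, yet 1 of 12 was lower and 11 did not pass (0 when adjusted over the list alone). Myh7b, a slow myosin, fell by 0.42 (standard error 0.14, adjusted p = 0.0540 from limma), while Tnnt1 (−0.54, adjusted p = 0.285) and Myh7 (−0.46, adjusted p = 0.459) varied widely between mice. The list had an adjusted p of 0.123 by camera (0.0117 to 0.692 over all alternatives). The fall rested on RT-6, whose score was −1.51 against −0.25 to 0.51 in the other RT mice: the mean score of RT was below that of RS by 0.29 with all mice and by 0.01 without RT-6, where the list had the adjusted p of 0.692. Fast-twitch genes had 0 of 15 passing (median 0.06, adjusted p = 0.403), and camera's direction against other genes turned under cyclic loess, the spread covariate and without RS-4 and RS-6, where the median was still above 0 (0.02). Immediate early and stress genes had 1 of 29 higher, 3 lower and 25 not passing (1 higher and 2 lower when adjusted over the list alone): Atf3 fell by 0.77, Fos by 0.52 and Fosb by 0.40, and Klf6 rose by 0.28 (list median −0.10, adjusted p = 0.107, 0.0101 to 0.661 over all alternatives, with 0 genes passing without RS-4 and RS-6). Among random lists matched on signal, the medians of the slow-twitch and immediate early lists lay at percentiles 0 and 0.0100.

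Genes of protein turnover, ribosomes and calcium handling had list medians at percentiles 78.4, 78.3 and 66.3 of random lists matched on signal, within the chance range. In the proteasome and atrophy list 10 of 35 were higher and 25 did not pass (10 higher when adjusted over the list alone), with Psmb2 up by 0.45 and Psmd8 by 0.38 (median 0.18, adjusted p = 8.17e-04, adjusted p = 0.633 with an estimated correlation, 7.72e-05 to 0.739 over all alternatives). Its call ended after a further quantile normalization (adjusted p = 0.158), after cyclic loess (0.638) and without RS-4 and RS-6 (0.225, with 2 higher and 1 lower), and with the spread covariate 0 were higher and 1 lower. Of 54 ribosomal protein genes 12 were higher, 4 lower and 38 not passing (17 higher and 6 lower when adjusted over the list alone), with Rpl10 up by 0.48 and Rps3a1 down by 0.37 (median 0.14, adjusted p = 0.0290, adjusted p = 0.683 with an estimated correlation, adjusted p = 0.761 after a further quantile normalization, adjusted p = 0.757 without RS-4 and RS-6 with 3 higher and 2 lower, with camera's direction against other genes turning under cyclic loess and the spread covariate while the median stayed above 0). Of 30 calcium handling genes 7 were higher, 1 lower and 22 not passing (7 and 1 when adjusted over the list alone), with Sln up by 0.47 and Jph1 by 0.38 (median 0.13, adjusted p = 0.0290, adjusted p = 0.599 with an estimated correlation). This call was lost under 9 of 20 alternatives fixed beforehand, among them a further quantile normalization (adjusted p = 0.241) and leaving out RS-4, RS-5, RS-6 or RT-6 alone, and also after cyclic loess (0.617), with the spread covariate (0.502) and without RS-4 and RS-6 (0.225, with 1 higher). Small nucleolar RNAs had 31 of 58 lower and 0 higher (median −0.42). Random transcript clusters matched on signal had 2 to 11 lower (95% of draws). The paper extracted RNA with an RNeasy Mini Kit, and whether small RNAs were recovered alike in both groups was not tested. Long noncoding RNAs had 167 of 713 lower and 20 higher, where matched ones had 99 to 136 lower and 35 to 60 higher, so most of that count is what their signal gives.

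Among cell types, mast cell genes Mcpt4 and Cpa3 rose by 0.81 and 0.69 (2 of 14 neutrophil and mast cell genes higher and 12 not passing, 2 when adjusted over the list alone, median −0.02 but mean 0.08, adjusted p = 0.615). Alas2, the heme synthesis enzyme of red cell precursors, rose by 1.01 (4 of 12 erythrocyte genes measured, 2 higher and 1 lower, the same when adjusted over the list alone, adjusted p = 0.317). Of 16 lymphocyte genes 1 was higher and 2 lower (1 and 1 when adjusted over the list alone), with Ptprc up by 0.28 and Cd3e down by 0.28 (median −0.13, adjusted p = 0.0886). After a further quantile normalization, after cyclic loess, with the spread covariate and without RS-4 and RS-6, 1 was higher and 0 lower. The list medians there were −0.03, −0.02, −0.05 and −0.09. Of 15 satellite cell genes 4 were higher and 2 lower (4 and 2 when adjusted over the list alone), with Myod1 up by 0.43 and Cdh15 down by 0.23 (median −0.00500 but mean 0.05, adjusted p = 0.573). Of 11 Schwann cell genes 1 was higher and 1 lower (1 and 1 when adjusted over the list alone): Pmp22 rose by 1.15 and Sox10 fell by 0.38 (median −0.11 but mean 0.02, adjusted p = 0.367).

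Of 19 circadian clock genes 5 were higher and 1 lower (5 and 1 when adjusted over the list alone), with Nr1d1 up by 0.54 and Ciart down by 0.69 (adjusted p = 0.136, with camera's direction against other genes turning after a further quantile normalization and cyclic loess while the median stayed above 0). Both normalizations left 1 clock gene higher, and the spread covariate and leaving out RS-4 and RS-6 left 0, with 1 lower in each case. Nr1d1 lost its call under 11 of 20 alternatives fixed beforehand and Ciart under 0. Of 27 interferon-stimulated genes 2 were higher and 2 lower (1 and 2 when adjusted over the list alone), with Ifit2 up by 0.39 and Oasl1 down by 0.39 (adjusted p = 0.360). Of 19 bile acid receptors and factors 0 were higher and 1 lower (0 when adjusted over the list alone): Klb fell by 0.32 (median −0.09, adjusted p = 0.360). Klb lost its call under 13 of 19 alternatives fixed beforehand, and after cyclic loess, with the spread covariate and without RS-4 and RS-6. A further quantile normalization, cyclic loess and leaving out RS-4 and RS-6 each gave 1 gene higher and 0 lower, and the spread covariate 0 and 0.

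Transcript clusters of 1 gene did not always move together: 13 of 19 for Trdn were lower and 6 did not pass, and for Tns1 2 of 6 were higher and 1 was lower. In Cwc22, 7 transcript clusters with identical values (1.77, adjusted p = 0.158) lay at 8.64 to 9.80 in RS-5, RS-6 and RT-1 to RT-5 and at 5.09 to 5.91 in the other mice. At week 1, Ppargc1a changed by −0.51 (RS SD 0.97, RT SD 0.07, adjusted p = 0.267) and Cox4i1 by −0.04 (adjusted p = 0.717), neither passing. The RS and RT values did not overlap in 780 higher and 897 lower transcript clusters, 5.79% of all, where chance gives 0.216%.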
